# TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation

**DOI:** 10.3389/fimmu.2020.00558

**Published:** 2020-04-03

**Authors:** Pietro Presicce, Monica Cappelletti, Paranthaman Senthamaraikannan, Feiyang Ma, Marco Morselli, Courtney M. Jackson, Shibabrata Mukherjee, Lisa A. Miller, Matteo Pellegrini, Alan H. Jobe, Claire A. Chougnet, Suhas G. Kallapur

**Keywords:** chorioamnionitis, neutrophils, inflammation, innate immunity, reproductive immunology

## Abstract

Accumulation of activated neutrophils at the feto-maternal interface is a defining hallmark of intrauterine inflammation (IUI) that might trigger an excessive immune response during pregnancy. Mechanisms responsible of this massive neutrophil recruitment are poorly investigated. We have previously showed that intraamniotic injection of LPS in rhesus macaques induced a neutrophil predominant inflammatory response similar to that seen in human IUI. Here, we demonstrate that anti-TNF antibody (Adalimumab) inhibited ~80% of genes induced by LPS involved in inflammatory signaling and innate immunity in chorio-decidua neutrophils. Consistent with the gene expression data, TNF-blockade decreased LPS-induced neutrophil accumulation and activation at the feto-maternal interface. We also observed a reduction in IL-6 and other pro-inflammatory cytokines but not prostaglandins concentrations in the amniotic fluid. Moreover, TNF-blockade decreased mRNA expression of inflammatory cytokines in the chorio-decidua but not in the uterus, suggesting that inhibition of TNF-signaling decreased the inflammation in a tissue-specific manner within the uterine compartment. Taken together, our results demonstrate a predominant role for TNF-signaling in modulating the neutrophilic infiltration at the feto-maternal interface during IUI and suggest that blockade of TNF-signaling could be considered as a therapeutic approach for IUI, the major leading cause of preterm birth.

## Introduction

About 25–40% of preterm births (PTB) are associated with intrauterine infection (IUI) (1) and other studies suggest that inflammation is implicated in as many as 90% of very early PTB (2). Importantly, the causal link between IUI and PTB is well-established (3). Currently, the rate of prematurity remains stubbornly high at about 10% of all US births (4). Further, about 75% of perinatal mortality and 50% of the long-term childhood morbidity is directly attributable to prematurity (1). Apart from maternal morbidity, IUI causes fetal inflammation and increases the risk for fetal and newborn brain, gut, and lung injury in both clinical studies and in animal models [reviewed in (5)].

The histologic correlate of IUI is chorioamnionitis, defined as neutrophilic infiltration of the placenta, fetal membranes, and the amniotic fluid (6, 7). During IUI, neutrophils are the most abundant leukocyte, and are activated to secrete pro-inflammatory mediators (8–11). In contrast, small numbers of neutrophils are present in the chorio-decidua during normal gestation (12, 13). The roles of neutrophils in the chorio-decidua during normal pregnancy and IUI are not known. Thus, neutrophil function at the maternal-fetal interface during normal pregnancy and in pathologic inflammatory conditions needs further investigation to improve our understanding of normal and preterm labor.

Tumor necrosis factor α (TNFα) is implicated in IUI and PTB in clinical studies and animal experiments (14–16). Intra-amniotic (IA) injection of LPS in the rhesus macaque induced neutrophil infiltration of the chorio-decidua and increased neutrophil TNF expression in neutrophils (8, 10). Furthermore, IA infusion of TNFα alone induced intrauterine inflammation, neutrophil recruitment and preterm labor in rhesus macaques (17).

We therefore hypothesized that TNF-signaling was a major mediator of intrauterine inflammation. Our objective was to understand the role of TNF-signaling and particularly as it relates to neutrophils' recruitment and function during IUI. We tested this hypothesis in a rhesus macaque model of IUI induced by IA LPS, which was previously demonstrated to resemble human chorioamnionitis (10). TNF-signaling was inhibited by the anti-TNF antibody (Adalimumab—human IgG) used clinically to inhibit TNF in inflammatory diseases (18).

## Materials and Methods

### Animals

Normally cycling, adult female rhesus macaques (*Macaca mulatta*) (*n* = 56) were time mated. At ~130 d of gestation (~80% of term gestation), the pregnant rhesus received either a 1 ml saline solution (*n* = 26, two control animals received intramuscular instead of IA saline) or 1 mg LPS (Sigma-Aldrich, St. Louis, MO, *n* = 19) in 1 ml saline solution by ultrasound-guided intraamniotic (IA) injection. Tumor necrosis factor (TNF) signaling was inhibited in the amniotic and systemic compartments by the TNF blocker Adalimumab (Humira, AbbVie Inc. North Chicago, IL) given IA (40 mg) + maternal subcutaneous (s.c.) (40 mg) 1 and 3 h before LPS, respectively (*n* = 11) (Supplementary Figure 1). Fetuses were surgically delivered 16 h after LPS-exposure. This timing was determined to be the optimum time point based on our previous studies (10, 19). The multiparous macaques and their fetuses were similar in clinical variables (Supplementary Table 1). After delivery, fetuses were euthanized with pentobarbital, and fetal tissues were collected. There were no spontaneous deaths or preterm labor in the animals. The relatively large sample size was made possible by using tissues from animals used in a previous study (older samples) (10); Control (*n* = 16) and LPS exposed animals (*n* = 13) in addition to new animals: Controls (*n* = 10), LPS-exposed animals (*n* = 6), and Adalimumab-treated animals (*n* = 11) for the current study. It was not always possible to obtain all the tissues/fluids from each animal. The numbers of animals for each experiment are shown in the corresponding figure. All assays using older and newer samples were run at the same time. Comparison of data using older animals (tissues preserved longer in freezers) with the newer animals yielded similar results (not shown), and thus the combined data are shown. We confirmed bioavailability of specific TNF inhibitory activity in the amniotic fluid (AF) at 16 h (Supplementary Figure 2).

### Chorion-Amnion-Decidua Dissection

Extra-placental membranes were collected immediately after C-section and were dissected away from the placenta, as previously described (8, 10). After scraping decidua parietalis cells with the attached chorion, the amnion and rest of the chorion tissue were peeled away from each other with forceps. Chorio-decidua cells were washed, and digested with Dispase II (Life Technologies, Grand Island, NY) plus collagenase A (Roche, Indianapolis, IN) followed by DNase I (Roche) treatment, as previously described (8, 10). Cell suspensions were filtered, the red blood cells lysed and prepared for flow cytometry or FACS-sorting (10). Viability was >90% by trypan blue exclusion test.

### Flow Cytometry of Chorio-Decidua Cells

Monoclonal antibodies (mAbs) used for multiparameter flow cytometry (LSR Fortessa 2, BD Biosciences, San Diego, CA) are listed in the Supplementary Table 2. Gating strategy to identify the different leukocyte subpopulations was done as previously described (10). Cells were treated with 20 μg/mL human immunoglobulin G (IgG) to block Fc receptors, stained for surface markers for 30 min at 4°C in PBS, washed, and fixed in fixative stabilizing buffer (BD Bioscience). For detection of reactive oxygen species (ROS), 1 × 10^6^ chorio-decidua cells were loaded with 2.5 μM of Dihydrorhodamine123 (DHR, Molecular Probes, Eugene, OR) in DMSO or DMSO (as control). Cells were incubated at 37°C for 15 min. Following incubation, the samples were stained with a cocktail of mAbs (Supplementary Table 2) at room temperature in the dark for 30 min. Samples were acquired within 30 min after the staining and DHR MFI from neutrophils were compared to that of lymphocytes that lack this enzyme system activity (negative controls). All antibodies were titrated for optimal detection of positive populations and similar mean fluorescence intensity. At least 500,000 events were recorded for each sample. Doublets were excluded based on forward scatter properties, and dead cells were excluded using LIVE/DEAD Fixable Aqua dead cell stain (Life Technologies). Unstained and negative biological population were used to determine positive staining for each marker. Data were analyzed using FlowJo version 9.5.2 software (TreeStar Inc., Ashland, OR).

### Neutrophil Isolation

Maternal peripheral blood samples were collected 30 min before delivery from the same animals that the fetal membranes were collected. Blood neutrophils were isolated using human MACSxpress neutrophil isolation kit (Miltenyi Biotec, Auburn, CA). Neutrophil purity was >97%, as assessed by flow cytometry and Diff-Quick (Electron Microscopy Sciences, Hatfield, PA) staining of cytospin slides (Supplementary Figure 3). Chorio-decidua neutrophils cells were purified from chorio-decidua cell suspension by FACSAria Cell Sorter (BD Bioscience), using the same gating strategy as for immunophenotyping described previously (10). FACS-sorted chorio-decidua neutrophil purity was >97% (Supplementary Figure 4), as assessed by Diff-Quick staining. Total RNA was extracted from the purified neutrophils (2–4 × 10^6^) by adding TRIzol (ThermofisherScientific) and subsequently using Direct-Zol RNA MicroPrep kit (ZYMO Research, Irvine, CA) to efficiently extract small quantities of RNA.

### RNA Extraction and qPCR

Total RNA was extracted from fresh bead-sorted maternal blood neutrophils, FACS-sorted chorio-decidua neutrophils, snap-frozen chorioamnion-decidua, fetal lung, uterus, and amnion, after homogenizing in TRIzol (Invitrogen, Carlsbad, CA). RNA concentration and quality were measured by Nanodrop spectrophotometer (Thermo-Scientific). Reverse transcription of the RNA was performed using Verso cDNA synthesis kit (Thermo-Scientific). Quantitative RT-PCR was carried out in a StepOnePlus real-time PCR system (Life Technologies) following standard cycling conditions. Quantitative RT-PCR (qPCR) assays were performed with Rhesus-specific TaqMan gene expression primers (Life Technologies). A list of probes is provided in Supplementary Table 3. Eukaryotic 18S rRNA (Life Technologies) was the endogenous control for normalization of the target RNAs, and a sample from an IA saline injected rhesus animal was used to calibrate. The values were expressed relative to the average value of the control group.

### RNA Sequencing and Analysis

The integrity of purified total RNA from bead-isolated maternal blood neutrophils and FACS-sorted chorio-decidua neutrophils was assessed using HighSensitivity RNA ScreenTapes on the TapeStation 2200 (Agilent Technologies). Ten to fifty nanogram of starting material were used as input material for the NEBNext rRNA Depletion kit (cat# E6350). RNA libraries were then prepared using the NEBNext Ultra II RNA kit (cat# E7765). Quality control for each final library was performed using a D1000 ScreenTape (TapeStation 2200–Agilent Technologies) and quantified using a Qubit dsDNA BR Assay (Life Technologies). Diluted libraries were pooled and sequenced 50 single-end on a HiSeq3000 (Illumina). The reads were mapped with STAR 2.5.3a to the *Macaca mulatta* genome (Mmul 8.0.1). The counts for each gene were obtained by using quantMode GeneCounts in the STAR commands, and only counts for the featured genes were reserved. Differential expression analyses were carried out using DESeq2. The normalized counts were obtained from the DESeq2 analysis. Principal Component Analysis (PCA) were performed on the normalized counts using the open-source software AltAnalyze (http://www.altanalyze.org/). Volcano plots were made for the results from the differential expression analyses. Heatmaps were plotted on the log2 value of the normalized counts. Inference of biological processes were generated using Enrichr (20).

To determine maternal or fetal origin of chorio-decidua neutrophils, we used RNA-seq data from maternal blood neutrophils for maternal genotype and fetal lung for fetal genotype. We systemically scanned the entire RNA-seq data for sequences that were divergent between the mother and the fetus by aligning the bam files for fetal lung and maternal blood. We identified at least 5 such informative SNP divergence in genes with high expression in each mother-fetus pair (*n* = 3). The corresponding SNPs were compared between maternal neutrophils, fetal lung, and chorio-decidua neutrophils in the integrative genomics viewer (IGV). Final data were presented as number of reads and converted to frequency of nucleotides at each of the informative SNPs.

All original RNAseq data were deposited in the NCBI's Gene Expression Omnibus database (GEO accession: GSE145918).

### Cytokines and Prostaglandins ELISA

Cytokine/chemokine concentrations in amniotic fluid (AF), fetal, and maternal plasma were determined by Luminex using non-human primate multiplex kits (Millipore). Lipids were extracted from the AF using methanol and ELISA kits were used to measure Prostaglandins PGE_2_ (Oxford Biomedical Research, Oxford, MI) and PGF_2_α (Cayman Chemical, Ann Arbor, MI) concentrations.

### TNF Bio-Activity Experiments

Hek-Dual TNFα cells (Invivogen) derived from the human embryonic kidney 293 cell line by stable co-transfection of two NF-kB-inducible reporter constructs: the SEAP (secreted embryonic alkaline phosphatase) gene and the Lucia luciferase gene were used. Both reporter genes are under the control of the same NF-KB-inducible promoter. In this system, the cells specifically respond to TNF and not to other TLR/IL1 signals since they lack intracellular MyD88. Hek-Dual TNFα cells were stimulated over night with rTNFα (4 ng/ml, Peprotech) with or without the addition of amniotic fluid (AF) (dilution 1:10) obtained at delivery from Control (Ctrl) or Adalimumab injected animals. The presence or inhibition of bioactive TNFα was demonstrated by activation/inhibition of the AP-1/NF-KB pathway using QUANTI-Blue Solution (Invivogen) resulting in luciferase bio-luminiscence.

### Statistics

Prism version 5.0b software (GraphPad) was used to analyze data. Values were expressed as means ± SEM. Two-tailed Mann-Whitney *U*-tests and Unpaired *t*-test were used to determine differences between groups. Results were considered significant for *P* ≤ 0.05.

### Study Approval

All animal procedures were approved by the IACUC at UC Davis, California Primate Center.

## Results

### LPS-Exposure Induced a Neutrophil Predominant Immune Cell Infiltration of the Chorio-Decidua

During IUI, the chorio-decidua is the tissue with the highest infiltration of leukocytes at the feto-maternal interface (8, 10). Chorio-decidua immune cell profiling revealed that macrophage and NK cells were the most abundant leukocytes in controls, while neutrophils were the most abundant leukocytes in the chorio-decidua upon LPS-exposure (Figure 1A, Supplementary Figure 5). Adalimumab partially restored the chorio-decidua immune cell profile similar to controls (Figure 1A, Supplementary Figure 5). Besides neutrophils, LPS increased B cell counts and Adalimumab treatment reversed the B cell increases (Supplementary Figure 5).

**Figure 1:**
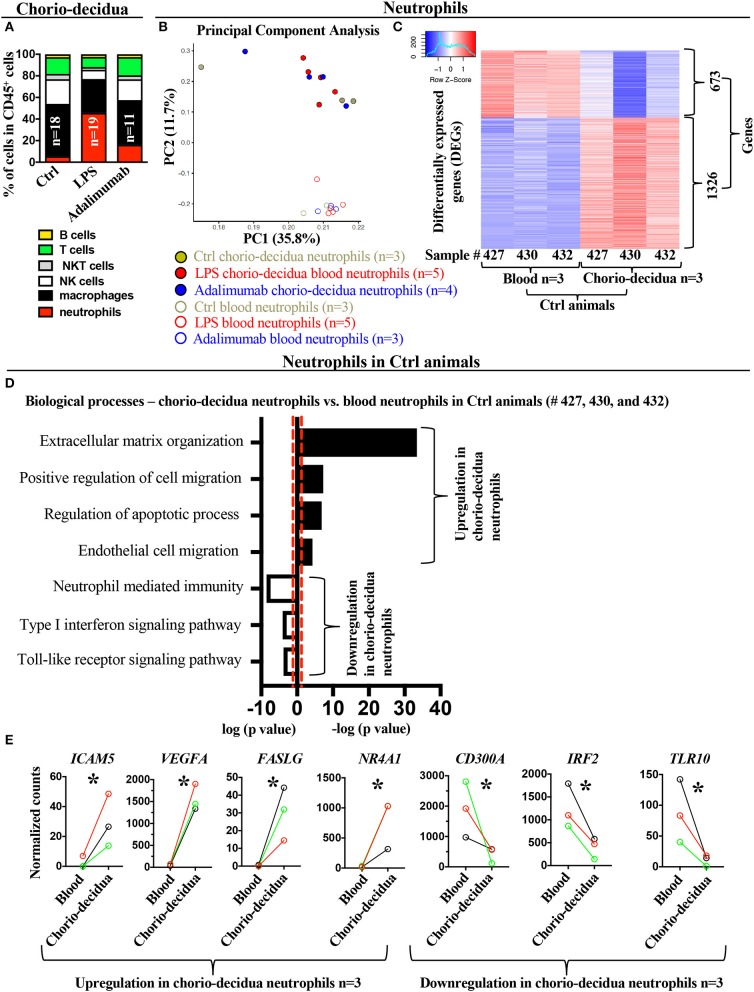
Changes in the global transcriptional landscape of chorio-decidua neutrophils compared to blood neutrophils. **(A)** Chorio-decidua cells were scraped, digested with protease/DNAase and single cell suspensions were used for multiparameter flow cytometry phenotyping. CD45^+^ subsets showed a neutrophil predominance after LPS (*n* = 19), while Adalimumab treatment (*n* = 11) partially restored the profile toward controls (*n* = 18). **(B)** Principal-component analysis (PCA) of RNA-seq profiling of neutrophils isolated from maternal blood using magnetic beads (open circles: Ctrl *n* = 3; LPS *n* = 5; Adalimumab *n* = 3) and from chorio-decidua by FACS (full circles: Ctrl *n* = 3; LPS *n* = 5; Adalimumab *n* = 4). The expression values were normalized across the entire datasets. **(C)** Heatmap of genes that are differentially expressed genes (DEGs, adjusted *p* < 0.05) between blood (*n* = 3) and chorio-decidua neutrophils (*n* = 3) in control animals only. **(D)** Biological processes of differentially expressed genes shown in **(C)**, as determined by Enrichr. Black bars represent upregulated biological processes and open bars represent downregulated biological processes in chorio-decidua neutrophils vs. blood neutrophils from control animals only. **(E)** Normalized counts of gene expression value of representative genes associated with the biological processes depicted in **(D)**. The lines show normalized counts of gene-expression trend plot from the same control animal (black line= sample #427, red line = sample #432, green line = sample #430; *n* = 3). ^*^p < 0.05 (Unpaired *t*-test).

### Blood vs. Chorio-Decidua Neutrophil Transcriptomes Differ Significantly

To determine the gene expression profile of the infiltrating neutrophils after LPS-exposure, we analyzed comparative gene expression profiles of blood and chorio-decidua neutrophils in controls and experimental animals. 

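Neutrophil RNA was sequenced from dams given saline (Ctrl), intra-amniotic LPS (1 mg), or LPS with the TNF-inhibitor Adalimumab (40 mg intra-amniotic and 40 mg subcutaneous), and collected 16 h after LPS at about 130 days of gestation. Blood neutrophils, isolated with beads, gave 11 libraries (3 Ctrl, 5 LPS and 3 Adalimumab animals), and chorio-decidua neutrophils, sorted by flow cytometry to a stated purity above 97%, gave 12 (the same animals and 1 more Adalimumab animal). The titles of the deposited samples call the Adalimumab group "LPS plus TNF", and the treatment field names saline for every sample, so groups were taken from the titles and from the column order of the heat-maps (Figures 1C, 2B). The authors depleted ribosomal RNA, sequenced single reads of 50 bases, and counted reads per gene with STAR, and the deposited raw counts of 23973 rows were used here. Total counts per library were 3068356 to 5436783 in Ctrl, 3030914 to 5545752 in LPS and 4274177 to 6521783 in Adalimumab chorio-decidua. In blood they were 2447099 to 6496635 in Ctrl, 1918791 to 7001295 in LPS and 4181652 to 8204833 in Adalimumab. Counts were scaled by TMM and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, a gene being called differentially expressed at an adjusted p under 0.05. The paper names DESeq2 for this step, and edgeR was set as the test before the data were examined, with DESeq2 and limma-voom as alternatives whose counts of called genes stand beside those of edgeR. Gene groups and cell markers were followed as lists fixed at the same time and tested with camera at a preset correlation between genes of 0.01, and again with the correlation estimated. Of 542 listed genes, 508 had a row found by symbol in the count table, and CXCL8, a main neutrophil chemokine, was among those without one. Of 7790 rows named by a gene ID, 819 were given a symbol, so listed genes can be among the rows left without a symbol. Fold changes are log2 values with the standard error of the edgeR fit, and group values are TMM-normalized counts as mean ± SD over animals.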

We first compared transcriptomic profiles from purified maternal blood neutrophils and FACS-sorted chorio-decidua neutrophils. 

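The neutrophil marker genes, 14 of which had a row found by symbol in the count table, were abundant in both sources. Their median, averaged over the 3 Ctrl animals, was 9.53 ± 0.65 log2 CPM (SD, n = 3) in blood and 8.25 ± 1.61 (SD, n = 3) in the chorio-decidua. The chorio-decidua values were 9.33 in animal 427, 9.01 in animal 432 and 6.40 in animal 430. Markers of decidual stromal cells stood at -0.79 ± 0.50 in Ctrl blood and 3.29 ± 0.62 in Ctrl chorio-decidua, and markers of macrophages and monocytes at 2.37 ± 0.38 and 4.97 ± 0.63 (SD, n = 3 each). NK cell markers, among them granzymes and granulysin of cytotoxic granules, stood at -0.51 ± 0.21 in Ctrl blood and 3.68 ± 1.37 in Ctrl chorio-decidua (SD, n = 3 each). B and plasma cell markers went the other way, with 2.67 ± 0.85 in Ctrl blood and -0.29 ± 0.66 in Ctrl chorio-decidua (SD, n = 3 each).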

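Blood and chorio-decidua neutrophils lay apart along the first principal component of log2 CPM of 11955 genes in the 23 libraries. The 11 blood libraries had scores of -94.2 to -58.7 and the 12 chorio-decidua libraries scores of 31.3 to 115.3 on this component, which held 42.2% of the variance. Within the chorio-decidua, the second component (17.1% of the variance) placed Ctrl animal 430 at 117 and LPS animal 437 at -102. Tissue accounted for 39.9% of the sum of squares, where 5.47% was expected with no effect (exact permutation test with tissue labels swapped within the 11 animals that gave both, one-sided p = 0.000488, the smallest that 2048 arrangements can give). Tissue and cell preparation went together: blood cells were isolated with beads, and chorio-decidua cells were digested with enzymes and sorted. Their effects cannot be told apart here or in any comparison of chorio-decidua with blood. Treatment accounted for 10.8%, where 7.08% was expected (exact permutation test over animals, one-sided p = 0.0417, 27720 arrangements). On normalized counts without a logarithm, a setting chosen after seeing the data, it accounted for 11.2% (exact permutation test, p = 0.157). Among the blood libraries alone treatment accounted for 26.8% of the sum of squares, where 20% was expected (exact permutation test, one-sided p = 0.0998, 9240 arrangements). The blood libraries of the 3 Adalimumab animals had scores of 40.3 to 52.6 on the second component of blood, and those of the Ctrl and LPS animals -49.4 to 11.1.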

Unbiased principal component analysis (PCA) of global gene-expression profiles demonstrated distinct clustering of blood vs. chorio-decidua neutrophils independent of prenatal exposures (Figure 1B), indicating that tissue of origin rather than treatments was a more important determinant of neutrophil gene-expression. In our model of localized intrauterine inflammation, maternal blood neutrophil gene expression profile did not differ significantly after IA LPS-exposure (Supplementary Figure 6) (also note similar PCA distribution between control and experimental blood neutrophil samples indicated in open circles in Figure 1B). Therefore, to better define gene signatures of chorio-decidua neutrophils, we restricted comparisons of chorio-decidua vs. blood neutrophils to control animals. 

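In blood neutrophils, genes of NF-kB signaling and its feedback inhibitors lay slightly higher in LPS than in Ctrl animals, with a median log2 fold change of 0.44 over 21 tested genes, 18 of them above 0 (adjusted p = 0.00100 from camera, adjusted p = 0.323 with an estimated correlation). Genes of JAK-STAT signaling, which relays cytokine receptors, had a median of 0.31 (adjusted p = 0.00252 from camera, adjusted p = 0.323 with an estimated correlation). Markers of eosinophils, basophils and mast cells had a median of -2.19 (adjusted p = 0.00100 from camera, adjusted p = 0.392 with an estimated correlation). 3 of the 4 tested markers of these granulocytes were lower when adjusted over the list alone, and 1 JAK-STAT gene and no NF-kB gene higher. The JAK-STAT call was lost without Ctrl animal 430 (adjusted p = 0.219 from camera) and that of the eosinophil markers without Ctrl animal 432 (adjusted p = 0.572 from camera). By gene, edgeR called 0 of 10047 tested genes (5 LPS against 3 Ctrl animals, smallest adjusted p = 0.189), with 408 genes at an unadjusted p under 0.05 where 502 were expected by chance. DESeq2 called 12 genes and limma-voom 0, and without Ctrl animal 430 edgeR called 1, with 924 genes at an unadjusted p under 0.05. In 200 genes changed in counts simulated from edgeR's own model of this comparison, edgeR recovered 68% of the 4-fold and 86% of the 8-fold changes. From the separation of the libraries by source, the paper concludes that tissue of origin weighed more than treatment in neutrophil gene expression.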

Heat-maps of differentially expressed genes show distinct expression profiles in blood vs. chorio-decidua neutrophils (Figure 1C). 

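Chorio-decidua neutrophils of Ctrl animals held high levels of some transcripts that were near 0 in blood neutrophils of the same animals, among them those of MMP19, APOE and GZMA. Among the largest increases were MMP19, a matrix metalloproteinase (1733 ± 2839 against 0.904 ± 1.01 in blood, SD, n = 3 each, with 50.5 in the lowest chorio-decidua library, log2 fold change 11.00, standard error 2.16, adjusted p = 0.0201 from edgeR), the lipid carrier APOE (log2 fold change 10.79, standard error 1.92) and the proteoglycan CSPG4 (9.95, standard error 1.95). Genes without a count in the 3 blood libraries were GZMA, a cytotoxic granzyme (at least 314-fold higher), the receptor NOTCH3 (at least 300.3-fold), APOC1 (at least 232-fold), NEURL3 (at least 213-fold), the collagen gene COL8A1 (at least 145-fold), the chemokine CCL20 (at least 132-fold) and the matrix glycoprotein SPARC (at least 118-fold), each against a floor of 3 counts over the blood group. Transcripts of B and plasma cells were among those that fell: IGHE (at least 83.6-fold lower), MS4A1 (CD20, log2 fold change -7.07, standard error 1.34, adjusted p = 0.0179 from edgeR), JCHAIN (-6.48, standard error 1.39), POU2AF1 (-4.37), CD79B (-3.50) and IGHM (-3.30), of which the immunoglobulin genes can share reads with their relatives. ZNF253, ARRDC3, MYCL and NT5C3A also fell, with log2 fold changes of -3.35 to -3.04. With animals paired in a replicate block, CD79B had an adjusted p of 0.0511 and IGHM one of 0.0708 from edgeR. In all, edgeR called 545 of 9636 tested genes (494 higher and 51 lower in the chorio-decidua), 49 of the higher ones without a count in blood. DESeq2 called 1419 (1161 higher, 258 lower), 507 of the 545 among them, and limma-voom 2823 (1566 higher, 1257 lower). The groups did not overlap for 3125 genes (32.4%, against 10% by chance). The count was 32 (31 higher) without animal 427.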

Importantly, the replicates within each group were similar, demonstrating consistency of the findings. 

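Gene ranks of replicate libraries were closest in blood and least close in the chorio-decidua of Ctrl animals. Across genes, Spearman's rho between blood libraries of 1 group was 0.869 to 0.937 for Ctrl, 0.867 to 0.957 for LPS and 0.956 to 0.969 for Adalimumab animals. Between chorio-decidua libraries it was 0.928 for the Ctrl animals 427 and 432, but 0.771 and 0.801 for the pairs with animal 430. It was 0.847 to 0.936 within LPS and 0.821 to 0.913 within Adalimumab chorio-decidua. The chorio-decidua library of Ctrl animal 430 held OCSTAMP, a fusion protein of osteoclasts, at 137 CPM, where the median of the other 11 chorio-decidua libraries was 0.238, and SIGLEC15, a receptor of the same cells, at 152 against 1.80. The Adalimumab library 443 also held OCSTAMP, at 132 CPM. Genes are not independent replicates, so these coefficients carry no p.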

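In chorio-decidua neutrophils of Ctrl animals, VEGFA, a growth factor for endothelial cells, was at 1614 ± 309 against 65.1 ± 22.9 in blood (SD, n = 3 each, log2 fold change 4.64, standard error 0.55, adjusted p = 0.00623 from edgeR). NR4A1, a nuclear receptor switched on by acute stimuli, was at 811 ± 412 against 25.0 ± 11.1 (log2 fold change 5.05, standard error 0.67, adjusted p = 0.00985 from edgeR). FASLG, the death ligand of cytotoxic cells, was at 31.3 ± 16.0 against 0.241 ± 0.418 (log2 fold change 6.09, standard error 1.01, adjusted p = 0.0128 from edgeR). ICAM5, an adhesion molecule, was at 30.8 ± 18.3 against 2.68 ± 4.65 (log2 fold change 3.39, standard error 1.14, adjusted p = 0.112 from edgeR, not called). Of 25 extracellular matrix genes, 20 rose and 0 fell (22 higher when adjusted over the list alone, median log2 fold change 6.84, or 5.84 with genes absent from blood at their bound, adjusted p = 1.2e-25 from camera, adjusted p = 0.0976 with an estimated correlation). They include TIMP3, an inhibitor of matrix metalloproteinases (8.37), the protease ADAMTS5 (7.23) and the collagen gene COL5A1 (5.96), each with an adjusted p of 0.00523 to 0.0110 from edgeR. Markers of decidual stromal cells rose with them, 10 of 12 by edgeR (10 when adjusted over the list alone, median 7.38, or 7.28 with bounds, adjusted p = 1.6e-15 from camera, adjusted p = 0.0976 with an estimated correlation), led by IGFBP1, a secretory product of decidualized stroma (9.94), with the collagen gene COL1A1 at 8.15. Of 23 apoptosis regulators, 2 rose, among them the death receptor TNFRSF10B (3.85), and 0 fell (3 higher and 2 lower when adjusted over the list alone, adjusted p = 0.598 from camera). Of 15 genes of hypoxia, glycolysis and angiogenesis, 4 rose, VEGFA and the glucose transporter SLC2A1 (6.11) among them (4 when adjusted over the list alone, median 0.53, adjusted p = 0.0236 from camera, adjusted p = 0.485 with an estimated correlation). This list's call was lost without animal 427 (adjusted p = 0.273 from camera) and without animal 432 (adjusted p = 0.127). Of 21 NF-kB genes, 10 rose (14 when adjusted over the list alone, median 2.29, adjusted p = 1.6e-12 from camera, adjusted p = 0.170 with an estimated correlation), with the feedback inhibitor TNFAIP3 at 5.32. Of 14 cytokines and chemokines, 9 rose (11 higher and 1 lower when adjusted over the list alone, median 4.60, adjusted p = 2.4e-10 from camera, adjusted p = 0.170 with an estimated correlation), among them LIF (6.47) and IL23A (6.99). Of 20 immediate early genes, 10 rose (10 higher and 1 lower when adjusted over the list alone, median 2.35, adjusted p = 5.5e-10 from camera, adjusted p = 0.170 with an estimated correlation), with NR4A3 at 9.58. NK cell markers rose in 7 of 9 genes (7 when adjusted over the list alone, median 7.22, adjusted p = 5.6e-10 from camera, adjusted p = 0.170 with an estimated correlation) and markers of macrophages and monocytes in 6 of 14 (12 when adjusted over the list alone, median 3.49, adjusted p = 3.2e-07 from camera, adjusted p = 0.0976 with an estimated correlation). FASLG, GNLY (7.59) and GZMB (7.22) are products of cytotoxic lymphocytes, and the sort of the chorio-decidua cells left out cells with CD3 or CD56. Only the chorio-decidua cells were digested and sorted, so an effect of preparation on these lists cannot be told from one of tissue.

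**Figure D1:**
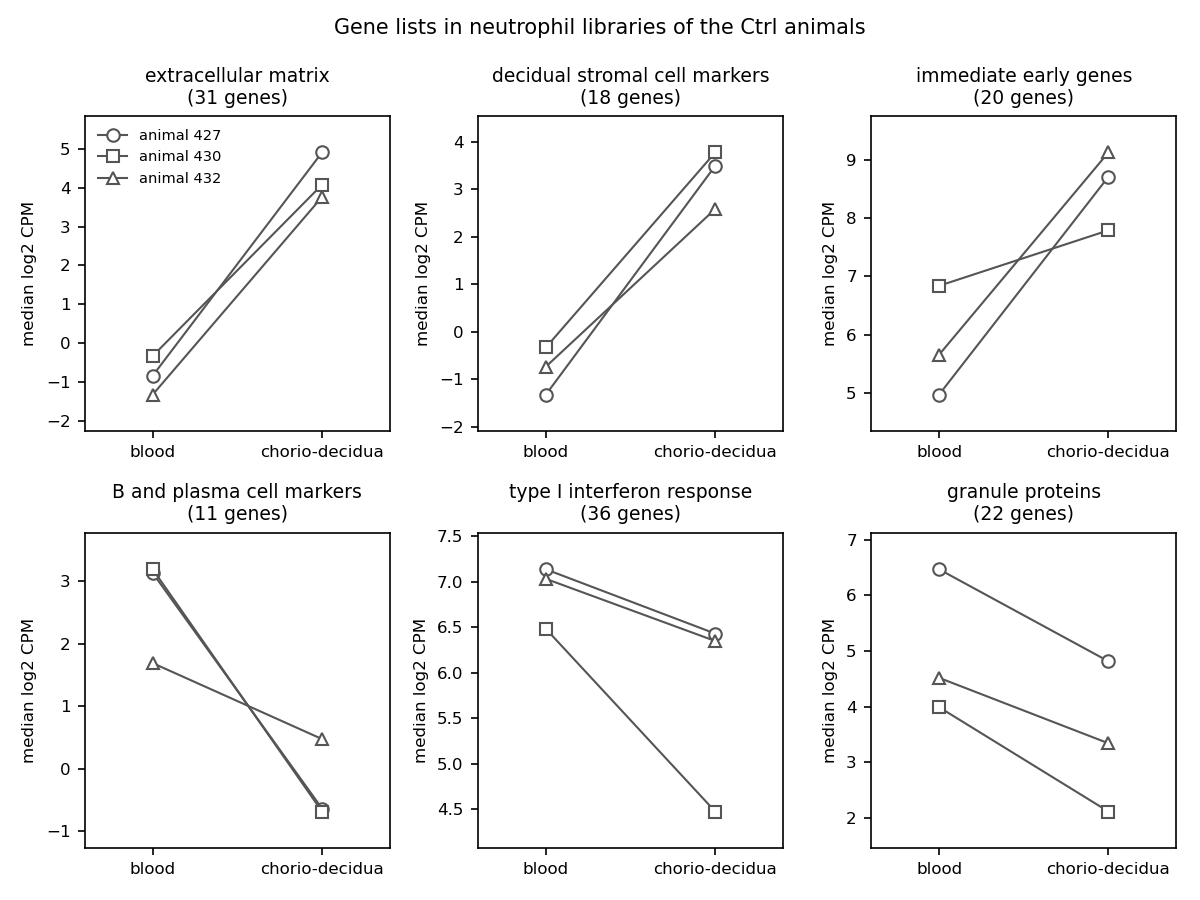
Median log2 CPM of 6 gene lists in blood and chorio-decidua libraries of the 3 Ctrl animals, with a line for each animal. The extracellular matrix list lies between -1.32 and -0.32 in blood and between 3.76 and 4.91 in the chorio-decidua.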

Functional annotations of differentially expressed genes predicted upregulation of the extracellular matrix organization, positive regulation of cell migration, regulation of apoptotic processes, and endothelial cell migration in the chorio-decidua compared to blood neutrophils (representative genes *ICAM5, VEGFA, FASLG, NR4A1*) (Figures 1D,E, Supplementary Figure 7A showing expanded list of representative genes for different pathways). 

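Receptor and interferon genes of circulating neutrophils had lower values in chorio-decidua than in blood libraries of Ctrl animals, and few passed the test. CD300A, an inhibitory receptor of myeloid cells, was at 439.6 ± 280.2 against 2052 ± 974 in blood (SD, n = 3 each, log2 fold change -2.22, standard error 0.71, adjusted p = 0.0969 from edgeR), and was called by DESeq2. TLR10, a toll-like receptor of B cells and myeloid cells, was at 11.7 ± 9.36 against 94.9 ± 52.3 (log2 fold change -3.00, standard error 0.86, adjusted p = 0.0739 from edgeR). IRF2, an interferon regulatory factor, was at 416 ± 246 against 1341 ± 475 (-1.69, standard error 0.61, adjusted p = 0.131). DESeq2 called TLR10 and not IRF2. With animals paired in a replicate block, edgeR called TLR10 (adjusted p = 0.0253) and IRF2 (adjusted p = 0.0487). Of 35 genes of the type I interferon response, 4 lay above 0, 1 fell, and 0 passed when adjusted over the list alone (median -1.15, adjusted p = 1.0e-05 from camera, adjusted p = 0.475 with an estimated correlation). Of 20 granule proteins, 0 were called and 0 when adjusted over the list alone (median -1.12, adjusted p = 0.00252 from camera, adjusted p = 0.485 with an estimated correlation). Of 25 genes of toll-like receptor and IL-1 receptor signaling, 1 rose, the kinase IRAK2 (2.11), and 0 fell (median -0.89, adjusted p = 0.0227 from camera, adjusted p = 0.517 with an estimated correlation). The neutrophil markers had a median of -1.23 with 0 of 14 called (adjusted p = 0.00682 from camera, adjusted p = 0.517 with an estimated correlation), and this call was lost without animal 430 (adjusted p = 0.0565 from camera). B and plasma cell markers had 3 of 6 genes lower (6 when adjusted over the list alone, median -3.27, adjusted p = 1.0e-05 from camera, adjusted p = 0.170 with an estimated correlation).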

Pathways predicted to be down-regulated in chorio-decidua were neutrophil-mediated immunity, type-I interferon signaling pathway, and toll-like receptor signaling (representative genes *CD300A, IRF2, TLR10*) (Figures 1D,E, Supplementary Figure 7B showing additional representative genes for different pathways). 

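Blood and chorio-decidua libraries of the same animal could be paired by their labels for all 3 Ctrl animals. With the animal as a replicate block, VEGFA had a log2 fold change of 4.69 (adjusted p = 0.00435 from edgeR), NR4A1 one of 4.92 and FASLG one of 6.23 (adjusted p = 0.0118), while ICAM5, at 4.03, had an adjusted p of 0.0513. The matrix gene TIMP3 (8.34) and the stromal markers COL1A1 (8.01) and IGFBP1 (9.68) rose in the same fit. The paired fit called 804 genes, 621 higher and 183 lower in the chorio-decidua. Over 60 genes that varied between animals, the chorio-decidua library that correlated best with each blood library came from the same animal in 11 of 11 animals (r of 0.633 to 0.941 across genes, the highest with another animal 0.529).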

Notably, the pair-wise comparison of tissue vs. blood neutrophil was done using the same control animal lending additional validity to the analyses.

### Distinct Transcriptional Profiles in Chorio-Decidua Neutrophils Upon LPS-Exposure and TNF-Blockade

In contrast to blood neutrophils, PCA of global gene-expression profiles of FACS-sorted chorio-decidua neutrophils segregated according to prenatal exposures (Figure 2A). 

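Within the chorio-decidua, the first principal component (43.6% of the variance) spread the libraries between LPS animal 437 at one end and Ctrl animal 430 at the other. ALPL, the alkaline phosphatase of mature neutrophils, MCEMP1, TRPM2 and IL1A were among the 15 largest loadings at the negative end, where LPS animal 437 stood at -103.6 and the other 4 LPS animals at -64.5 to -0.9. OCSTAMP and AKAP6 had the largest loadings at its positive end, and the acid phosphatase ACP5, the bone collagenase cathepsin K (CTSK) and ITGB3 were among the 15 largest, where Ctrl animal 430 stood at 138.6 and Adalimumab animal 443 at 94.4. The other 2 Ctrl animals stood at -11.7 and 5.8, and the other Adalimumab animals at -44.0 (441), -6.1 (439) and 51.1 (431). Treatment accounted for 26.1% of the sum of squares of 11422 genes, where 18.2% was expected with no effect (exact permutation test over 12 animals, one-sided p = 0.108, 27720 arrangements).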

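NF-kB genes in chorio-decidua neutrophils had a median level of 7.56 ± 0.66 log2 CPM in Ctrl (SD, n = 3), 9.81 ± 0.41 in LPS (SD, n = 5) and 8.19 ± 0.75 in Adalimumab animals (SD, n = 4). Cytokines and chemokines followed the same order, with 4.72 ± 1.62, 6.79 ± 0.51 and 5.46 ± 0.53. In LPS against Ctrl animals, the NF-kB list had a median log2 fold change of 1.79, with 22 of 22 genes above 0 (1 called over all genes, 18 when adjusted over the list alone, adjusted p = 1.7e-18 from camera, adjusted p = 0.162 with an estimated correlation). The cytokine list had a median of 1.82, with 0 of 19 called and 12 when adjusted over the list alone (adjusted p = 5.3e-13 from camera, adjusted p = 0.162 with an estimated correlation). In Adalimumab against LPS animals, 12 NF-kB genes were lower when adjusted over the list alone and 0 over all genes (median -1.20, all 22 below 0, adjusted p = 8.3e-19 from camera, adjusted p = 0.295 with an estimated correlation). For the cytokines the median was -1.25, with 6 lower when adjusted over the list alone (adjusted p = 1.3e-09 from camera, adjusted p = 0.306 with an estimated correlation). Against Ctrl, Adalimumab animals had a median of 0.49 for NF-kB genes (adjusted p = 0.00103 from camera, adjusted p = 0.647 with an estimated correlation) and of 0.54 for cytokines (adjusted p = 4.0e-06 from camera, adjusted p = 0.428 with an estimated correlation). The NF-kB call against Ctrl was lost without Ctrl animal 430 (adjusted p = 0.663 from camera) and without Adalimumab animal 441 (adjusted p = 0.793), and the cytokine call without Ctrl animal 430 (adjusted p = 0.429). In that comparison edgeR called 0 of 11422 genes (352 at an unadjusted p under 0.05), DESeq2 called 7 and limma-voom 0. In Ctrl, LPS and Adalimumab chorio-decidua, neutrophil markers stood at 8.25 ± 1.61, 9.29 ± 1.06 and 9.00 ± 0.92, and stromal markers at 3.29 ± 0.62, 4.62 ± 1.33 and 5.52 ± 0.73 log2 CPM (SD, n = 3, n = 5 and n = 4). Of the stromal markers, CD248, DCN, IGF1 and SFRP4 were listed by the study on these samples for rising in this order. NK cell markers stood at 3.68 ± 1.37, 2.16 ± 1.31 and 3.63 ± 1.93 log2 CPM (SD, n = 3, n = 5 and n = 4).

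**Figure D2:**
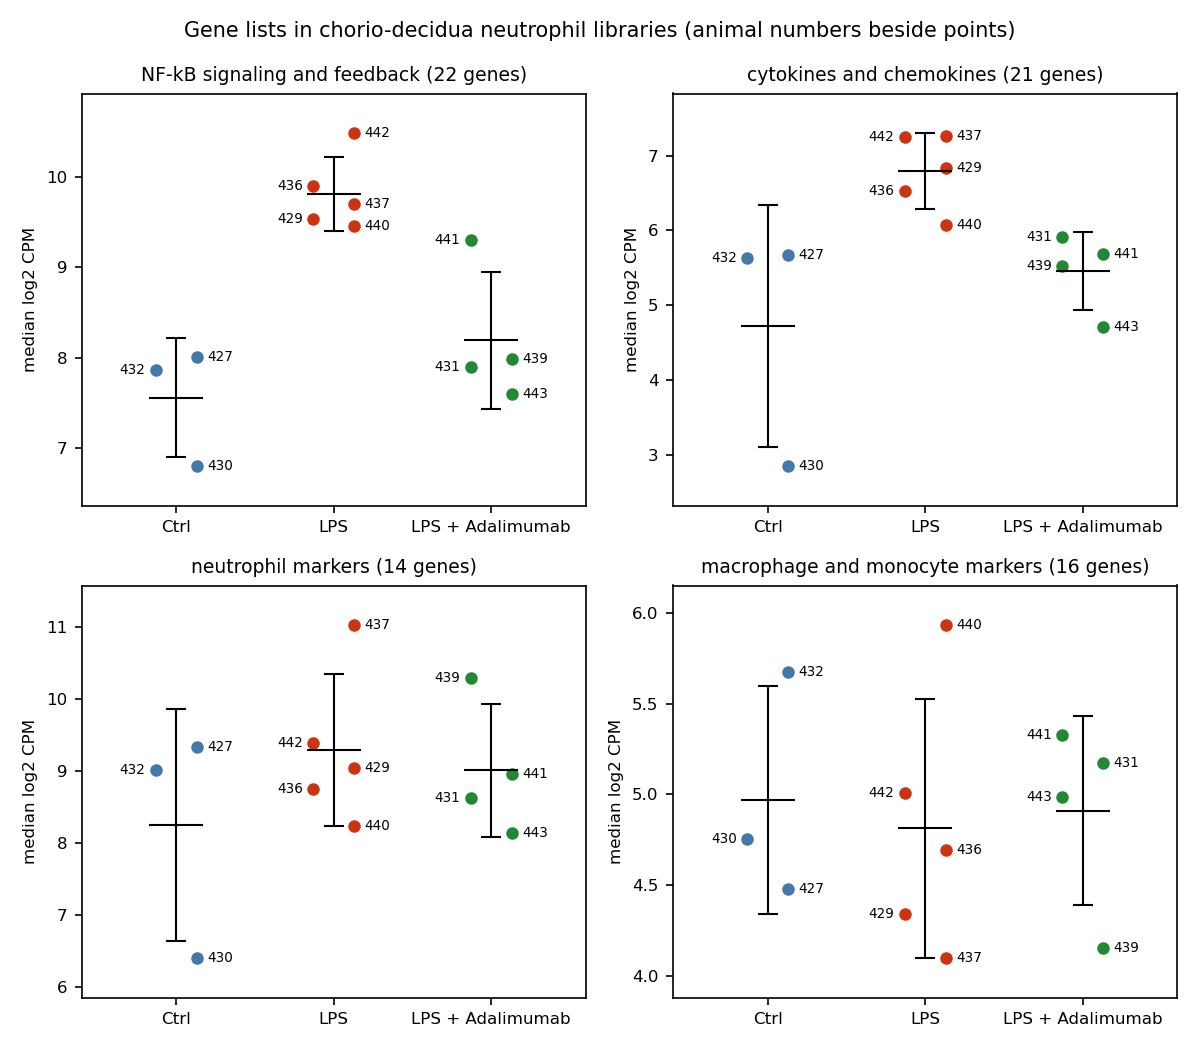
Median log2 CPM of gene lists in each chorio-decidua library (points) with the group mean and SD. The NF-kB list lies between 9.45 and 10.48 in the 5 LPS animals, and at 9.30 in Adalimumab animal 441.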

Heat-maps of differentially expressed genes were similar within each group and demonstrated distinct expression profiles in control vs. LPS-exposed neutrophils with an intermediate profile after TNF-blockade (Figure 2B). 

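LPS-exposed chorio-decidua neutrophils differed from Ctrl in 8 genes by edgeR, with the largest rise in ALPL, the alkaline phosphatase of mature neutrophils. ALPL was at 588 ± 365 in LPS (SD, n = 5) and 5.46 ± 4.52 in Ctrl animals (SD, n = 3), a log2 fold change of 6.76 (standard error 1.05, adjusted p = 0.0445 from edgeR). TRAF1, an adaptor of TNF receptors and a target of NF-kB, was at 6582 ± 4278 and 305 ± 67.7 (log2 fold change 4.43, standard error 0.73). ST20 (5.60), the chitinase-like gene CHI3L2 (5.33), SPATC1 (4.64), the anion transporter SLC26A9 (3.16) and ZMIZ2 (2.32) also rose, and PRCP, a lysosomal carboxypeptidase, fell (-2.54). These 8 genes (7 higher, 1 lower) were all that edgeR called of 11422 tested, with 2373 at an unadjusted p under 0.05 (949 higher, 1424 lower). DESeq2 called 500 (371 higher, 129 lower) and limma-voom 381 (297 higher, 84 lower). In Adalimumab against LPS animals edgeR called 0 genes, with 1433 at an unadjusted p under 0.05 (823 higher, 610 lower), while DESeq2 called 99 (9 higher, 90 lower) and limma-voom 612 (143 higher, 469 lower). TRAF1 and PRCP had the smallest adjusted p there (0.190 from edgeR), with log2 fold changes of -3.79 (standard error 0.62) and 2.19 (standard error 0.36). Groups did not overlap for 1318 genes in LPS against Ctrl (11.5%, against 3.57% by chance) and for 339 in Adalimumab against LPS (2.97%, against 1.59% by chance). Without 1 library, the count for LPS against Ctrl was 0 (without Ctrl 427, 430 or 432, or LPS 436 or 442), 1 (without LPS 429 or 440, or Adalimumab 431), 2 (without LPS 437), 3 (without Adalimumab 439 or 443) or 30 (without Adalimumab 441). The count for Adalimumab against LPS was 5, all lower, without Adalimumab 441 and 0 without each other library. Its genes at an unadjusted p under 0.05 were 606 without Adalimumab 443, 796 without Adalimumab 431 and 2766 without Adalimumab 441. Without both Ctrl 430 and Adalimumab 443, a setting chosen after seeing the data, edgeR called 0 genes in LPS against Ctrl.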

Comparison of LPS-exposed vs. control chorio-decidua neutrophils revealed 535 differentially expressed genes (418 upregulated, 117 downregulated), while 178 genes were differentially expressed in LPS vs. Adalimumab groups (Figures 2C,D). For further insight into the mechanisms of neutrophil activation during IUI, we focused on genes robustly induced after LPS (Base Mean >10 and fold change ≥4). Compared to control neutrophils, LPS-exposure upregulated a total of 325 transcripts (Figure 2E). Of these 325 LPS-induced genes, 255 genes were inhibited by Adalimumab (designated as “TNF-dependent genes”) (Base Mean > 10; fold decrease ≥ 1.5 in Adalimumab vs. LPS), 55 genes did not change their expression upon Adalimumab treatment (Base Mean > 10; fold change ↓1.5 < x < ↑1.5, “TNF-independent genes”) (Figure 2E), and only 15 genes were further up-regulated by Adalimumab (Figure 2E, Supplementary Table 4).

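The LPS-induced transcripts that passed an adjusted p under 0.05 from edgeR, a fold of at least 4 and a mean normalized count over 10 were the 7 genes ALPL, ST20, CHI3L2, SPATC1, TRAF1, SLC26A9 and ZMIZ2. The paper states the fold and the mean count and no adjusted p for this set, and the adjusted p was set here. With the same fold and mean count and no adjusted p required, 345 genes were counted as induced, and with the folds and adjusted p of DESeq2 215. Genes of toll-like receptor and IL-1 receptor signaling had a median log2 fold change of 1.36 over 25 tested genes (5 higher when adjusted over the list alone, 0 over all genes, adjusted p = 2.4e-07 from camera, adjusted p = 0.272 with an estimated correlation). JAK-STAT genes had a median of 1.20 (5 of 16 higher when adjusted over the list alone, 0 over all genes, adjusted p = 2.5e-07 from camera, adjusted p = 0.249 with an estimated correlation). Genes of hypoxia, glycolysis and angiogenesis lay above 0 in 17 of 17 (median 1.22, adjusted p = 9.6e-07 from camera, adjusted p = 0.272 with an estimated correlation). Granule proteins had a median of 0.40 (adjusted p = 0.000712 from camera, adjusted p = 0.431 with an estimated correlation) and type I interferon genes one of 1.08 (adjusted p = 0.00112 from camera, adjusted p = 0.592 with an estimated correlation). The granule call was lost without Ctrl animal 430 (adjusted p = 0.0713 from camera), and the interferon call without Ctrl animal 430 (adjusted p = 0.225) or LPS animal 437 (adjusted p = 0.0558). Neutrophil markers had a median of 0.74 in the same comparison (adjusted p = 0.00212 from camera, adjusted p = 0.446 with an estimated correlation), and their call was lost without Ctrl animal 430 (adjusted p = 0.295 from camera).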

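All 7 LPS-induced genes were lower by 1.5-fold or more in Adalimumab than in LPS animals: TRAF1, ALPL (-2.82 on the log2 scale, standard error 0.73), CHI3L2 (-3.00), ST20 (-2.22), ZMIZ2 (-1.58), SPATC1 (-1.25) and SLC26A9 (-1.37), none of them at an adjusted p under 0.05 from edgeR. With no adjusted p required, 242 of the 345 induced genes (70.1%) were lower by 1.5-fold or more, 68 lay between and 35 were higher by 1.5-fold or more. With DESeq2's folds and adjusted p, 191 of 215 (88.8%) were lower, 21 lay between and 3 were higher. Both comparisons use the same 5 LPS libraries, so the share expected with no effect is above 0. In 20 simulations with no effect of either treatment, 49.0% of the induced genes (median, at most 64.6%) were lower by 1.5-fold or more. With the LPS libraries divided between choosing and measuring, 51.3% of the chosen genes were lower (median of 10 divisions, 42.5% to 66.8%), where simulations gave 27.9% (at most 36.4%). The simulations drew each gene on its own, without structure shared across genes, such as that of Ctrl 430 and Adalimumab 443. The gap between 51.3% and 27.9% is therefore not a test of an effect. Leaving out 1 library gave 23 induced genes (without Adalimumab 441), 3 (without Adalimumab 439 or 443), 2 (without LPS 437), 1 (without LPS 429 or 440, or Adalimumab 431) or 0 (without Ctrl 427, 430 or 432, or LPS 436 or 442), all lower with Adalimumab.

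**Figure D3:**
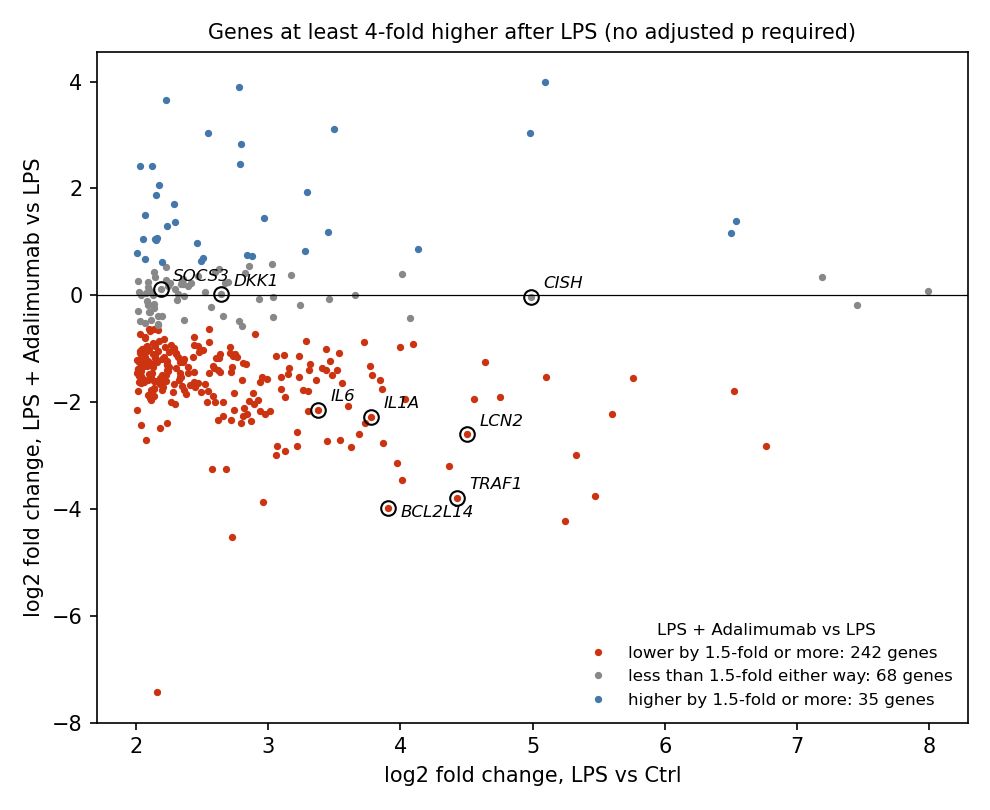
Log2 fold change in LPS against Ctrl (x axis) and in Adalimumab against LPS (y axis) of the 345 genes induced at least 4-fold with no adjusted p required, chorio-decidua libraries. The 242 genes lower by 1.5-fold or more with Adalimumab are in red.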

**Figure 2:**
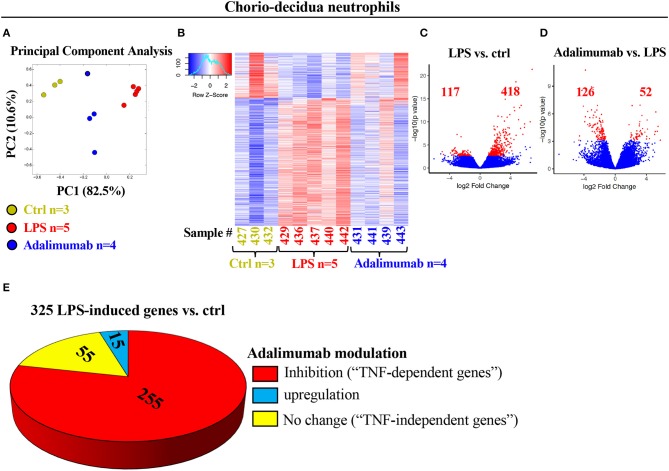
Profound changes in the global transcriptional landscape of chorio-decidua neutrophils upon different treatments. **(A)** Principal-component analysis of RNA-seq data from FACS-sorted chorio-decidua neutrophils of control (Ctrl) (green dots; *n* = 3), LPS (red dots; *n* = 5), and Adalimumab animals (blue dots; *n* = 4) showing distinct clustering based on exposures. **(B)** Heatmap of genes that are differentially expressed (DEGs) between chorio-decidua neutrophils upon different treatments showing minimal inter-animal variability within each group (Ctrl *n* = 3; LPS *n* = 5; Adalimumab *n* = 4). **(C,D)** Volcano plots displaying differentially expressed genes. Red dots and numbers indicate genes with an FDR-adjusted value <0.05. **(E)** Pie chart shows 325 genes that are induced by LPS (≥4-fold change vs. ctrl). Of those 325 genes, 225 genes are downregulated by Adalimumab (↓ ≥1.5-fold change vs. LPS, “TNF-dependent genes”), 55 do not change their expression upon Adalimumab treatment (↓1.5 < x < ↑1.5-fold change vs. LPS, “TNF-independent genes”), and 15 genes are upregulated by Adalimumab (≥↑1.5-fold change vs. LPS).

Functional annotations of LPS-upregulated TNF-dependent genes predicted alterations in the following biological processes (*representative gene*): inflammatory response (*IL6*), neutrophil-mediated immunity (*LCN2*), cytokine-mediated signaling pathway (*IL1A*), apoptotic processes (*BCL2L14*), and toll-like receptor signaling (*NFkB1*) (Figures 3A,B, Supplementary Figure 8A, Supplementary Table 5). These findings were further validated by quantitative PCR (qPCR) analysis of a few selected key genes (e.g., *IL6, NFKB1, LCN2:* Figure 3C, and *TNF:* Supplementary Figure 8B–due to paucity of FACS-sorted neutrophil RNA, more extensive validation could not be performed). On the other hand, functional annotations of LPS-upregulated TNF-independent genes predicted changes in a number of biological processes including: negative regulation of signal transduction (*DKK1, SOCS3, CISH*), regulation of extracellular matrix organization (*DDR2*), positive regulation of cell migration (*PDPN2, SYDE1*), linoleic acid metabolic process (*FADS1, FADS2*) (Supplementary Figures 9A,B).

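Of the 5 representative genes, each had a higher mean in LPS than in Ctrl and a lower mean in Adalimumab than in LPS chorio-decidua, and none passed edgeR's test in either comparison. IL6, a pro-inflammatory cytokine, was at 11.9 ± 7.00 in Ctrl (SD, n = 3), 127 ± 96.4 in LPS (SD, n = 5) and 28.9 ± 20.9 in Adalimumab animals (SD, n = 4). Its log2 fold change was 3.38 (standard error 0.79, adjusted p = 0.131 from edgeR) with LPS and -2.14 (standard error 0.65, adjusted p = 0.379) in Adalimumab against LPS. LCN2, a siderophore-binding granule protein, had 4.51 (standard error 0.82, adjusted p = 0.0749 from edgeR) and -2.60 (standard error 0.65, adjusted p = 0.317). IL1A, an alarmin cytokine, had 3.77 (standard error 1.08, adjusted p = 0.181 from edgeR) and -2.28 (standard error 0.89, adjusted p = 0.379). BCL2L14, a member of the BCL2 family of apoptosis regulators, had 3.91 (standard error 0.95, adjusted p = 0.153 from edgeR) and -3.99 (standard error 0.84, adjusted p = 0.302). NFKB1, a subunit of NF-kB, had 1.57 (standard error 0.56, adjusted p = 0.186 from edgeR) and -1.65 (standard error 0.50, adjusted p = 0.379). With LPS, DESeq2 called all 5 genes, and in Adalimumab against LPS it called LCN2 and BCL2L14. Among the fixed lists, apoptosis regulators had a median log2 fold change of -0.40 in Adalimumab against LPS (adjusted p = 0.00254 from camera, adjusted p = 0.306 with an estimated correlation), granule proteins one of -0.95 (adjusted p = 0.000493 from camera, adjusted p = 0.504 with an estimated correlation) and toll-like receptor genes one of -0.41 (adjusted p = 0.000364 from camera, adjusted p = 0.504 with an estimated correlation), with 0 members called by edgeR over all genes.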

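The 8 genes DKK1, SOCS3, CISH, DDR2, PDPN, SYDE1, FADS1 and FADS2 (PDPN is the row nearest in name to the PDPN2 of the paper) had higher means in LPS than in Ctrl chorio-decidua and fold changes between Adalimumab and LPS animals within 1.5-fold. CISH, a feedback inhibitor of cytokine receptors, had a log2 fold change of 4.99 (standard error 1.21, adjusted p = 0.153 from edgeR) with LPS and -0.03 (standard error 0.86, adjusted p = 0.991) in Adalimumab against LPS. SOCS3, a feedback inhibitor of the same kind, had 2.19 (standard error 0.83, adjusted p = 0.199 from edgeR) and 0.11 (standard error 0.69, adjusted p = 0.941). DKK1, a secreted inhibitor of WNT signaling, had 2.64 (standard error 0.71, adjusted p = 0.166 from edgeR) and 0.02 (standard error 0.57, adjusted p = 0.991). The collagen receptor DDR2 had 2.13 with LPS and -0.24 with Adalimumab, the Rho regulator SYDE1 2.66 and -0.38, and PDPN, a membrane glycoprotein of stromal and lymphatic cells, 2.42 and 0.22. The fatty acid desaturases FADS1 and FADS2 had 2.09 and 2.69 with LPS and 0.25 and 0.26 with Adalimumab. None was called by edgeR (adjusted p of 0.153 to 0.203 with LPS), and DESeq2 called CISH, DKK1, DDR2, SYDE1 and FADS2 with LPS. Decidual stromal markers had a median of 1.44 with LPS (adjusted p = 0.00723 from camera, adjusted p = 0.465 with an estimated correlation), a call lost without Ctrl animal 432 (adjusted p = 0.0744 from camera) or LPS animal 440 (adjusted p = 0.118). Their list holds CD248, DCN, IGF1 and SFRP4, which the study chose on these samples as induced by LPS, so it is not wholly independent of that choice. A p above the threshold does not show that Adalimumab left these genes unchanged.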

**Figure 3:**
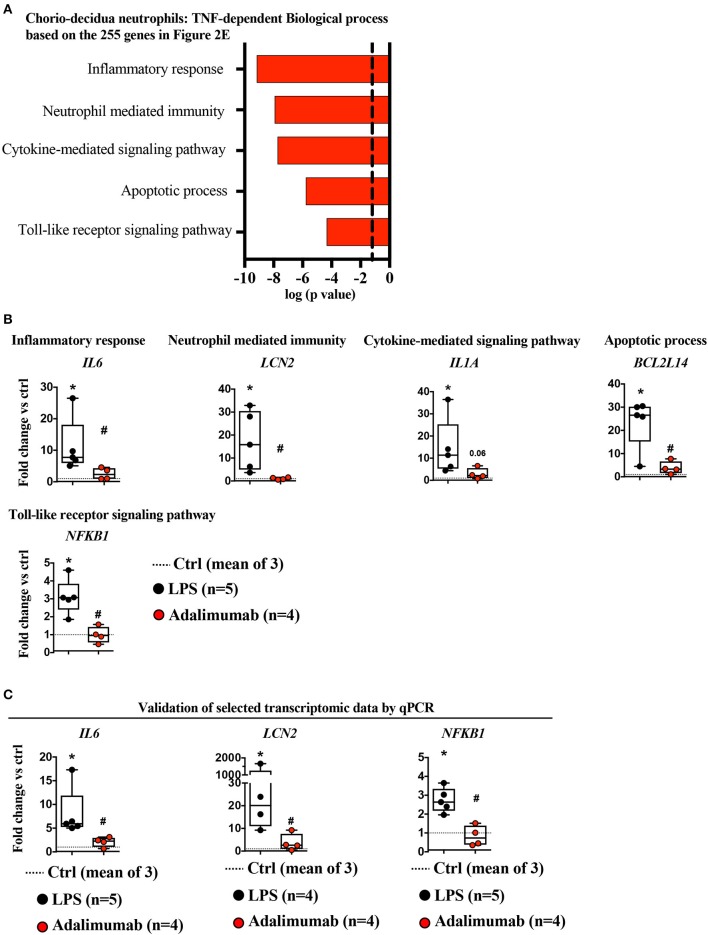
TNF-signaling inhibition decreased neutrophil mediated immunity. **(A)** Biological processes of LPS-induced genes (≥4-fold vs. controls) that were significantly down-regulated by Adalimumab (≥1.5-fold decrease vs. LPS) designated as “TNF-dependent genes,” determined using Enrichr. Dotted line represents gene-expression values representing the mean of three control animals. **(B)** Representative genes representing biological processes inhibited by Adalimumab shown in **(A)** (dotted-line represents the mean of 3 Ctrl; LPS *n* = 5; Adalimumab *n* = 4). **(C)** Validation of selected transcript expression by qPCR analysis. mRNAs were isolated from FACS-sorted chorio-decidua neutrophils from Ctrl (dotted-line represents the mean of 3 Ctrl), LPS- (*n* = 4–5), and Adalimumab-treated animals (*n* = 4). qPCR was performed using rhesus-specific Taqman probes. The values were first internally normalized to the endogenous 18S RNA. For each gene, the box plot (median and 5–95th percentile and outliers) shows fold-change of gene expression in chorio-decidua neutrophils normalized to control chorio-decidua neutrophils (dotted-line represents the mean of 3 ctrl). ^*^p < 0.05 vs. ctrl; #*p* < 0.05 vs. LPS (Mann–Whitney *U*-test).

### Adalimumab Blocks Neutrophil Activation in Chorio-Decidua

We further validated genomic predictions of TNF-blockade of LPS-induced chorio-decidua neutrophil inflammatory pathways with biological measurements. LPS-exposure significantly increased the frequency of neutrophils (Figure 4A), the production of reactive oxygen species (ROS) in neutrophil as demonstrated by Dihydrorhodamine 123 (DHR) uptake (Figure 4B, Supplementary Figure 10A), and the expression of CD63, a marker for release of azurophilic granules (21)—(Figure 4C, Supplementary Figure 10B), and CD16 (FCRγIII) expression (22) (Figure 4D, Supplementary Figure 10C). Adalimumab efficiently reduced LPS-induced increases in frequency, ROS production, CD63/CD16 expression in chorio-decidua neutrophils, suggesting that TNF-signaling regulates the activation of neutrophils in the setting of IUI. In line with these results, Adalimumab also significantly reduced the expression of *ITGAM* (CD11b), *ITGB2* (CD18), and *CCL3*, suggesting that neutrophil chemotaxis is also regulated by TNF-signaling (Figure 4E). This finding is consistent with a previous study demonstrating that TNFα induced neutrophil migration through upregulation of integrin CD11b/CD18 and CCL3 (23).

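ITGAM, ITGB2 and CCL3 had lower means in Adalimumab than in LPS chorio-decidua neutrophils, and none passed edgeR's test adjusted over all genes. The paper tested these genes singly with a Mann-Whitney test. ITGAM, a chain of the integrin Mac-1 that carries neutrophils across endothelium, was at 5092 ± 1585 in Adalimumab (SD, n = 4) and 10874 ± 2872 in LPS animals (SD, n = 5), a log2 fold change of -1.09 (standard error 0.41, unadjusted p = 0.0173, adjusted p = 0.379 from edgeR). ITGB2, its partner chain, had -1.09 (standard error 0.43, unadjusted p = 0.0230 from edgeR). CCL3, a chemokine for monocytes and neutrophils, had -1.66 (standard error 0.65, unadjusted p = 0.0222 from edgeR). Of the other tools, limma-voom called ITGB2, and DESeq2 called none of the 3 genes. With LPS against Ctrl, the log2 fold changes were 1.38 for ITGAM, 0.98 for ITGB2 and 1.82 for CCL3 (adjusted p of 0.181 to 0.249 from edgeR). Adhesion and chemotaxis receptors as a list had a median of -0.38 in Adalimumab against LPS (0 of 19 called, 0 when adjusted over the list alone, adjusted p = 0.0157 from camera, adjusted p = 0.579 with an estimated correlation). That call was lost without LPS animal 437 (adjusted p = 0.155 from camera) or Adalimumab animals 431 (adjusted p = 0.0527) or 443 (adjusted p = 0.139). Neutrophil markers had a median of -0.38 in this comparison (adjusted p = 0.0716 from camera, adjusted p = 0.734 with an estimated correlation). From these decreases the paper proposes that TNF-signaling also regulates neutrophil chemotaxis.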

**Figure 4:**
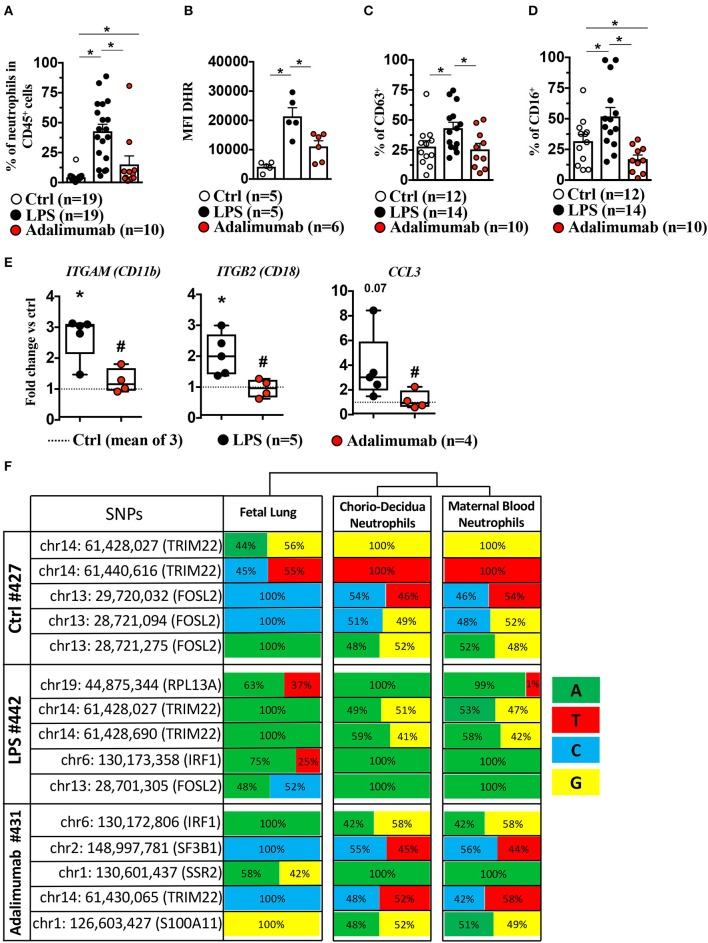
Adalimumab decreased LPS-induced chorio-decidua neutrophil accumulation and activation. Chorio-decidua cells were scraped and digested with protease/DNAase, and single cell suspensions were used for multiparameter flow cytometry. Neutrophils were defined as CD45^+^CD3^−^CD14^low^HLADR-CD88^+^ CD56^−^ cells. Inhibition of TNF-signaling by Adalimumab decreased significantly neutrophil frequency (Ctrl *n* = 19; LPS *n* = 19; Adalimumab *n* = 10) **(A)**, neutrophil reactive oxygen species production measured by Dihydro-rhodamine (DHR) fluorescence (Ctrl *n* = 5; LPS *n* = 5; Adalimumab *n* = 6) **(B)**, CD63 expression, a marker of degranulation of azurophilic granules (Ctrl *n* = 12; LPS *n* = 14; Adalimumab *n* = 10) **(C)**, and expression of FCγIII receptor CD16 (Ctrl *n* = 12; LPS *n* = 14; Adalimumab *n* = 10) **(D)**. Data are mean ± SEM, ^*^p < 0.05 between comparators by Mann-Whitney *U*-test. **(E)** Adalimumab decreased significantly the expression of genes associated with neutrophil chemotaxis. The box plot shows fold-change of gene expression in chorio-decidua neutrophils normalized to control chorio-decidua neutrophils (dotted-line represents the mean of 3 Ctrl; LPS *n* = 5; Adalimumab *n* = 4). ^*^p < 0.05 vs. ctrl; #*p* < 0.05 vs. LPS (Mann–Whitney *U*-test). **(F)** Frequency of nucleotides in SNPs in the fetal lung (representing fetal genome), chorio-decidua neutrophils, and maternal blood neutrophils (representing maternal genome) at five different informative loci in each mother-infant pair (total *n* = 3). Note similar frequency distribution of nucleotides at each of the SNPs in maternal blood neutrophils and chorio-decidua neutrophils and divergence compared to the fetal lung. For each SNP the chromosomal location and the encoded gene is shown. The frequency of nucleotides was computed at each SNP based on the number of reads shown in Supplementary Table 6.

To gain further insights into maternal vs. fetal origin of chorio-decidua neutrophils responding to LPS and TNF-signaling, we compared genotypes of the informative SNPs in three different mother-infant pairs (one each from the three groups). The nucleotide frequencies in each of the informative SNPs in all of the animals were almost identical in the maternal blood neutrophils and chorio-decidua neutrophils (Figure 4F and the corresponding reads shown in Supplementary Table 6). In comparison, fetal lung genotype showed a divergence in the nucleotide frequency indicating that the chorio-decidua neutrophils were almost entirely of maternal origin (Figure 4F and the corresponding reads shown in Supplementary Table 6).

### Adalimumab Blocks Inflammation in Chorioamnion-Decidua

To understand if TNF-blockade of chorio-decidua neutrophil accumulation and activation was also associated with generalized anti-inflammatory effects, inflammatory mediators were assessed in multiple maternal-fetal compartments. LPS increased mRNAs for *IL1*β (200-fold), *IL6* (6-fold), *IL8* (150-fold), *TNF*α (30-fold), and *CCL2* (12-fold) in the chorioamnion-decidua tissue (Figure 5). Adalimumab broadly decreased LPS-induced increases in inflammatory mediators in the chorioamnion-decidua (Figure 5).

**Figure 5:**
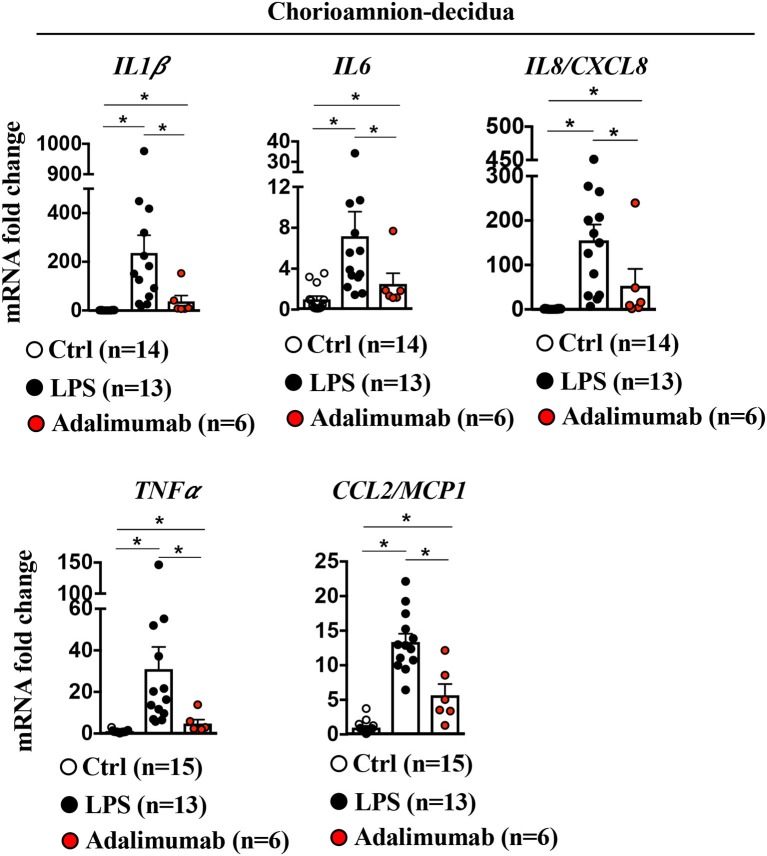
Adalimumab decreased inflammation in the chorioamnion-decidua tissue. Extraplacental chorion-amnion-decidua parietalis tissue (fetal membranes) was used. Expression of cytokine mRNAs by qPCR (Taqman probes) in the fetal membranes showed increased cytokines/chemokines after LPS, which was decreased after Adalimumab. Average mRNA values are fold increases over the average value for control after internally normalizing to the housekeeping 18S RNA (Ctrl *n* = 14–15; LPS *n* = 13; Adalimumab *n* = 6). Data are mean ± SEM, ^*^p < 0.05 vs. controls (Mann–Whitney *U*-test).

### Amnion Participation in IUI

It is unknown which of the resident tissues/cells at the maternal-fetal interface are responsible for neutrophil recruitment. Recently, we showed that the amnion, the tissue in contact with the amniotic fluid participates in recruiting neutrophils upon LPS injection into the amniotic fluid (10). Herein, we confirmed and expanded our previous results showing large increases in cytokine mRNAs including neutrophil chemotactic factors *IL8/CXCL8* and *CSF3* detected upon LPS-exposure in the amnion (Figure 6). Adalimumab significantly decreased LPS-induced increases in inflammatory mediators in the amnion (Figure 6).

**Figure 6:**
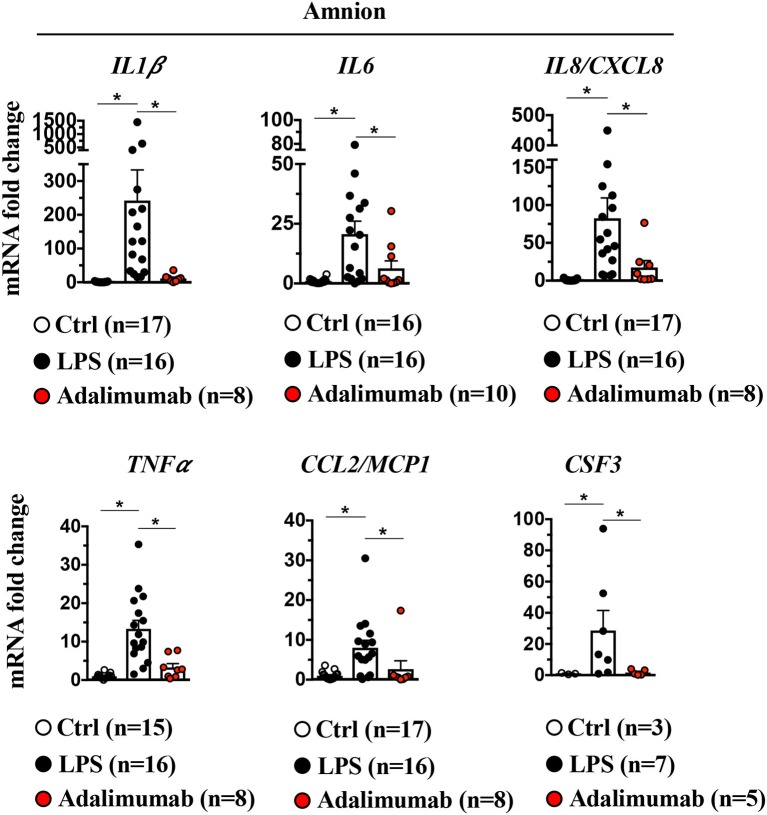
Signaling in amnion: Induction of LPS-induced pro-inflammatory cytokines and neutrophil chemoattractant is TNF-dependent. Amnion was physically separated from chorion and decidua parietalis, and expression of cytokine mRNAs by quantitative PCR (Taqman probes) is shown. Intraamniotic LPS induced IL1β, IL6, IL8/CXCL8 TNFα, CCL2/MCP1, and CSF3. All LPS-induced cytokine/chemokine mRNAs were inhibited by Adalimumab. Average mRNA values are fold increases over the average value for control after internally normalizing to the housekeeping 18S RNA (Ctrl *n* = 3–17; LPS *n* = 7–16; Adalimumab *n* = 5–10). Data are mean ± SEM, ^*^p < 0.05 between comparators (Mann–Whitney *U*-test).

### Adalimumab Blocks Inflammation in Amniotic Fluid, but Not in the Uterus

IA LPS-exposure significantly increased pro-and anti-inflammatory cytokines (IL-1β, IL-6, TNFα, IL-1ra, IL-10, and GM-CSF), chemokines (IL-8/CXCL-8, CCL2/MCP-1, and CCL4/MIP1β) and prostaglandins (PGF_2_α and PGE_2_) in the amniotic fluid (AF) (Figure 7A). LPS-exposure also significantly increased the frequency of neutrophils in AF (Figure 7B). Adalimumab broadly decreased LPS-induced increases in pro- and anti-inflammatory cytokines in the AF except IL-1β and GM-CSF (Figure 7A). TNF-blockade also decreased the frequency of neutrophils in AF (Figure 7B), but did not decrease LPS-induced increases in prostaglandins in the AF (Figure 7A).

**Figure 7:**
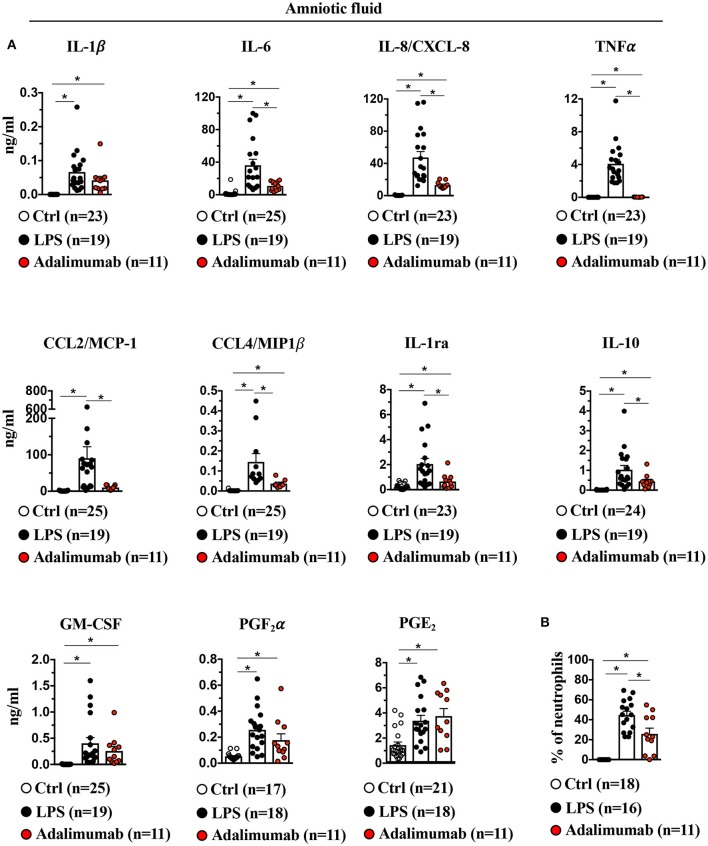
Adalimumab decreased intrauterine inflammation in amniotic fluid. **(A)** Cytokine and prostaglandins concentrations were measured in amniotic fluid by multiplex ELISA. IL-1β, IL-6, IL-8/CXCL8, TNFα, CCL2/MCP1, CCL4/MIP1β, IL-1ra, IL-10, but not GM-CSF, PGF2α and PGE2 were significantly decreased upon Adalimumab treatment. **(B)** Adalimumab decreased frequency of neutrophils in amniotic fluid. Data are mean ± SEM, ^*^p < 0.05 vs. controls (Ctrl *n* = 17–25; LPS *n* = 16–19; Adalimumab *n* = 11; Mann–Whitney *U*-test).

LPS increased mRNAs for *IL1*β (150-fold), *IL8* (100-fold), IL6 (50-fold), *TNF*α (100-fold), and *CCL2* (100-fold) in the uterus (Supplementary Figure 11). The uterine abundance of contraction associated gap junction protein Connexin-43 (*GJA1*) mRNA also increased after LPS (40-fold) in the uterus (Supplementary Figure 11). In contrast to effects in the fetal membranes and AF, TNF blockade did not decrease mRNA for inflammatory mediators or Connexin-43 in the uterus (Supplementary Figure 11), suggesting that effect of Adalimumab is limited to the feto-maternal interface.

### Adalimumab Partially Blocked LPS-Induced Cytokine Increases in Fetal Plasma

Consistent with a lack of significant changes in the gene expression profiles of maternal blood neutrophils in the various experimental groups, the inflammation was almost entirely localized to the intrauterine compartment since there were no changes in plasma cytokines of dams injected with IA LPS (except modest increases in plasma IL-6 and IL-1ra), and plasma cytokines during IUI were ~3-log fold lower (Figure 8) compared to AF values. In contrast to maternal blood, fetal plasma levels for IL-6, IL-12p40, IL-1β, CCL2/MCP1, IL-10, GM-CSF, IL-1ra, but not IL-8/CXCL8 increased significantly with LPS-exposure (Figure 8) and Adalimumab significantly decreased LPS-induced IL-6 and IL-12p40 levels, but did not change IL-1β, IL-8, CCL2/MCP1, and IL1-ra with non-significant decreases in GM-CSF and IL-10 levels (Figure 8).

**Figure 8:**
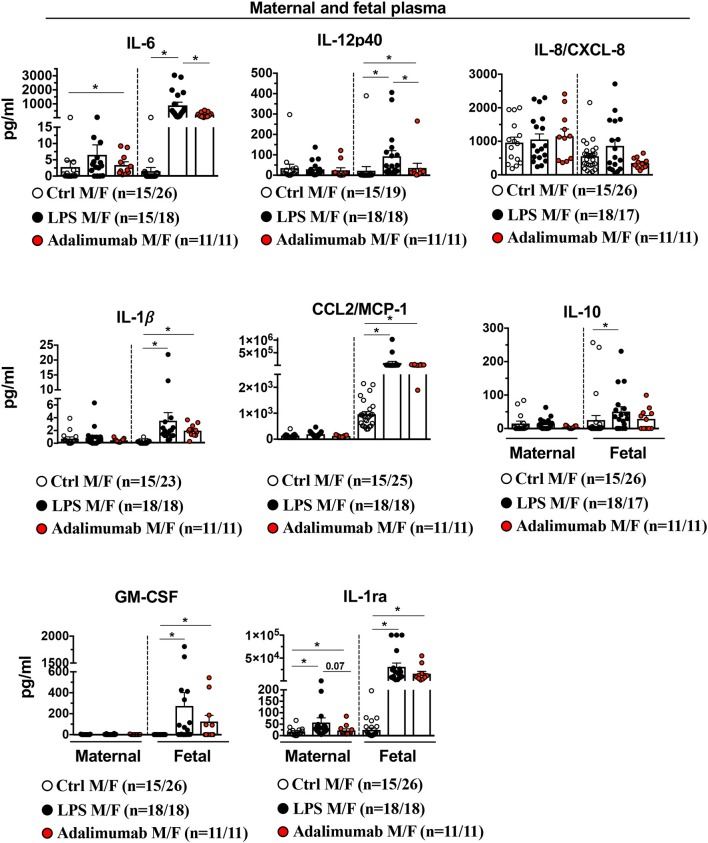
Adalimumab decreased partially inflammation in fetal plasma. Cytokine concentrations were measured in maternal and fetal plasma by multiplex ELISA. There was a minimal increase in cytokines in maternal plasma after IA LPS. In the fetal plasma, Adalimumab significantly decreased LPS-induced IL-6, and IL12p40, but not IL-8/CXCL8, IL-1β, CCL2/MCP1, IL10, GM-CSF, and IL-1ra (Maternal plasma: Ctrl *n* = 15; LPS *n* = 15–18; Adalimumab *n* = 11; Fetal plasma: Ctrl *n* = 19–26; LPS *n* = 17–18; Adalimumab *n* = 11). M, Maternal; F, Fetal. Data are mean ± SEM, ^*^p < 0.05 between comparators by Mann-Whitney *U*-test.

## Discussion

The intrauterine space at the maternal-fetal interface has several compartments: fetal membranes (comprising amnion, chorion, decidua parietalis), amniotic fluid, uterus, and the placenta (comprising villous placenta, decidua basalis, and amnion-chorion). Although the fetal membranes are recognized to play an important role in IUI (24), mechanisms of immune cell activation in different intrauterine compartments during infection are poorly understood. Using our previously characterized model of IUI in preterm pregnant rhesus macaques (8, 10). We now demonstrate that inhibition of TNF-signaling reduces LPS-induced inflammation in all the intrauterine sub-compartments with the exception of the uterus. The phenotype as well as the function of neutrophils, the most abundant immune cells at the maternal-fetal interface during IUI, has not been well-characterized. Our results identify differences in gene expression profiles between neutrophils found in maternal blood and those residing in the chorio-decidua at baseline. Furthermore, in the setting of IUI chorio-decidua neutrophils acquire a classic pro-inflammatory gene expression profile (25) that is largely TNF-signaling dependent. In summary, these studies improve our understanding of the role of TNF-signaling plays in mediating IUI and neutrophil regulation.

Among the different causes of preterm labor (PTL), IUI is the best characterized both clinically and experimentally (3). Although in our model PTL was not observed in any animal, our focus was to identify early mechanisms of IUI that may subsequently lead to PTL and hence we used a short LPS-exposure interval of 16 h. In catheterized rhesus macaques, PTL was reported with a variety of stimuli both from Gram negative and positive organisms within 3d exposure (26, 27). However, in our model we did not observe PTL with IA LPS even after a 5day exposure despite a higher LPS dose than what has been reported (Kallapur, 2019, unpubl. data). The observed peak AF levels of TNFα and IL-6 in our studies were similar to previously published data, however the PGF2α and IL-1β levels were lower compared to the Boldenow et al. (27) and Adams Waldorf et al. (26) studies. Thus, the discrepancy in the observed results, presence or absence of preterm labor, may be due to the differences in the experimental animal model (e.g., indwelling catheters in the previous study compared to no instrumentation in our study) or the net lower load of some inflammatory mediators in our study. According to a multi-center biomarker study of IUI, when compared to human data, the IL-6 levels in the AF in our study would be categorized as “severe inflammation” (28). Contrary to our data, studies in mice did not show a benefit to neutrophil depletion in protecting against LPS induced PTL (29, 30). However, these mice had increased systemic concentrations of myeloid hematopoietic progenitors and myelopoietic cytokines G-CSF, IL-23, and IL-17 (31), presumably due to a “neurostat” mechanism sensing neutrophil depletion. Clinical human studies clearly definitively demonstrate that IUI increases the risk for PTL, however PTL is not an invariable consequence of IUI (28).

Leukocytes comprise about 70% of all chorio-decidua cells in the third trimester in both humans and rhesus macaques (10). During LPS-induced IUI, neutrophils are the immune subtype infiltrating the chorio-decidua and the amniotic fluid. Indeed, there were no changes in the frequency of T cell, NK cells, iNKT cells in the chorio-decidua after LPS in our model. Recently, Tong et al. reported that induction of neutrophil activation and Neutrophil Extracellular Trap (NET) release is mediated at least in part by fetal membrane-derived TNFα (11). We observed that the inhibition of TNF-signaling decreased LPS-induced neutrophil counts by 80% in the chorio-decidua and by 50% in the amniotic fluid. Based on our SNP analyses, chorio-decidua neutrophils are almost entirely of maternal origin. Prior studies addressing this question used X and Y chromosome differences between mother and male fetuses. Notably, our results using divergence in SNPs as a methodology allowed us to determine the genetic origin of neutrophils regardless of fetal sex. Despite the differences in methodology, our results are consistent with previous studies demonstrating that neutrophils infiltrating the chorio-decidua are largely of maternal origin (32, 33). This is in contrast to the neutrophils in the amniotic fluid that are largely of fetal origin (34), or mixed fetal/maternal origin (35).

In addition to inhibiting neutrophil recruitment, TNF-blockade decreased LPS-induced production of reactive oxygen species, CD63/CD16 expression on neutrophils. CD63 is critical to processing and secretion of neutrophil elastase (21). CD16 expression is induced by TNFα and mediates phagocytosis of immune complexes (22). We previously reported that chorio-decidua neutrophils are a major source of TNFα and CXCL8/IL-8 at the maternal-fetal interface (8, 10) and placentally-derived IL-8 efficiently activates neutrophils and triggers NET formation in a paracrine manner (36). Thus, our results demonstrate that TNF-signaling mediates both neutrophil recruitment and a broad program of neutrophil activation at the maternal-fetal interface.

Compared to the circulating neutrophils, those found in the chorio-decidua under homeostatic conditions had a higher expression of genes mediating extracellular matrix organization, angiogenesis, cell migration, and regulation of apoptotic processes and lower expression of genes involved in the inflammatory pathways such as TLR signaling and type I interferon signaling pathways. These findings are in line with recent data showing striking differences between the transcriptome of choriodecidua and maternal circulating leukocytes (37). Although the results seem counter-intuitive to the generally held notion that tissue neutrophils are pro-inflammatory, placenta neutrophils can sub-serve homeostatic functions and several studies report regulatory functions for these neutrophils (38–40). Consistent with increased *VEGFA* expression in the neutrophils from chorio-decidua compared to blood in our study, other authors reported pro-angiogenic neutrophils in normal 1st and 2nd trimester human decidua basalis (41, 42). Based on peak neutrophil influx after the onset of normal labor, post-partum uterus/decidua matrix remodeling and wound healing function has been attributed to decidua neutrophils (13, 43–45). Thus, our data support the concept of neutrophil heterogeneity and a role in tissue homeostasis at the maternal-fetal interface similar to that for other tissues (25, 46).

Two major changes were evident in chorio-decidua neutrophils during LPS-induced IUI. First, neutrophil numbers increased ~10-fold becoming the most abundant decidua cell-type. The gene expression profile within neutrophils also changed from homeostatic to a pro-inflammatory phenotype, consistent with a massive accumulation of activated neutrophils at the maternal-fetal interface. Secondly, inhibition of TNF-signaling in the chorio-decidua neutrophils was associated with global changes in gene-expression during IUI. Of the 325 LPS-induced genes (>4-fold), approximately 80% were down-regulated by Adalimumab. Major LPS-induced pathways (*representative gene*) that were downregulated by Adalimumab included NFkB signaling (*IL6*), TLR-signaling (*IL1*), oxidative-burst (*MPO*), and neutrophil mediated innate immunity (*LCN2*). LPS-induced genes not affected by Adalimumab include negative regulators of cytokine signaling (*SOCS3, CISH*). Of note, these results were validated by qPCR of selected key genes. Recently, Tamassia et al. reported that the use of Adalimumab decreased the production of IL-23 protein as well as decreased levels of IL12B and IL23A transcripts in TLR-8 activated neutrophils (47). Indeed, the gene-expression profiling predicts a net effect of potent anti-inflammatory action by Adalimumab.

Consistent with our neutrophil-specific gene expression data, Adalimumab decreased LPS-induced increases in the AF levels of IL-6 and other cytokines; chorio-decidua mRNAs expression of cytokines/chemokines; and fetal plasma IL-6 and IL-12p40 levels. However, AF levels of prostaglandins (PGs) and uterus tissue mRNAs cytokines were unchanged. IL-6 and PGs are validated biomarkers of inflammation that mediate preterm labor (48–50). In rodent models of IUI that involve neutrophil influx into the placenta, TNF-blockade decreased adverse pregnancy outcomes (51, 52). Consistent with this, a small human study demonstrated that TNF-blockade improves pregnancy outcomes in women with recurrent spontaneous abortions (53). Thus, TNF-signaling appears to be important in mediating IUI triggered by multiple different etiologies. Furthermore, in our current study, decreased inflammatory signaling in the neutrophils was associated with a reduction of inflammation in multiple maternal-fetal compartments with the exception for the uterus where TNF-blockade did not decrease LPS-induced inflammation. The reasons for lack of efficacy in uterus is not clear but possibilities include uterus inflammation being regulated by other mediators such as IL-6. It is also possible that the kinetics of inflammation in the uterus may be different and our study evaluating only one time point of exposure may have missed any beneficial effects.

Other limitations of our study also have to be considered. Firstly, although in our model of IUI neutrophils represent the majority of leukocytes at the feto-maternal interface, we did not investigate the contribution of other cells to the inflammatory process, in particular macrophages. In fact, we have previously shown that TNFα producing decidua macrophage numbers do increase during IUI (10). In another recent study, Doster et al. demonstrated that in response to GBS infection placental macrophages can produce extracellular traps, similar to the NETs produced by neutrophils (54). Furthermore, other cytokines and cells (both immune cells and resident cells) may play an important role in the setting of IUI. Secondly, we did not observe preterm labor/birth in our study. TNF-inhibition may not dampen inflammation induced by live organisms including GBS or conditions that may cause PTB. Thirdly, the route of injection of Adalimumab (i.e., s.c. + IA) used in our model is not easily feasible in the clinical setting and it will be important to understand whether subcutaneous administration alone can dampen the inflammation.

Amnion epithelium is strategically located at the maternal-fetal interface and due to its contact with the AF, it is in an ideal position to sense inflammatory mediators. We previously reported that the amnion tissue expresses neutrophil-attracting chemokines during IUI in an IL1R-IRAK1 dependent manner (10), and others have demonstrated that fetal membranes can recruit and activate neutrophils (9). Here, we show that amnion expression of neutrophil chemokines is also TNF-dependent. IL1 inhibition has overlapping results compared to TNF inhibition in the same rhesus macaque model of LPS-induced IUI (10, 11). However, a notable difference is inhibition of LPS-induced AF PGE_2_ levels with IL1-blockade but not TNF inhibition. Taken together, both IL1- signaling and TNF-signaling appear to be independently important in the IUI network induced by LPS. Additionally, in the present study, we also were able to demonstrate that the TNF inhibition specifically decreased several inflammatory pathways in the chorio-decidua neutrophils. Together with previous literature, our results suggest a model for the pathogenesis of intrauterine inflammation (Figure 9), proposing a key role for both TNF- and IL1- signaling in mediating the initiation, amplification of inflammation, and regulating recruitment and activity of neutrophils and other leukocytes at the maternal-fetal interface. The results also raise the prospect of utility of specific cytokine blockade as a potential strategy for intrauterine inflammation.

**Figure 9:**
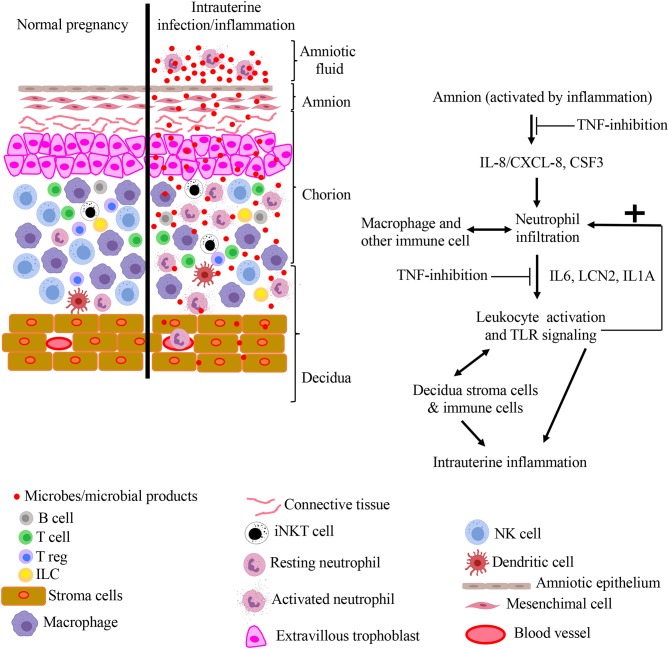
Model for pathogenesis of intrauterine infection/inflammation. Representative cells in the different tissue layers of fetal membrane are shown. The left panel in figure depicts normal pregnancy and the right panel shows changes during IUI. Inflammatory products and microbial products (red dots) in the amniotic fluid and chorio-decidua activate the amnion, resulting in the release of leukocyte chemoattractants in a TNF-dependent manner. Based on a previous study, IL-1 signaling also inhibits multiple pathways in IUI (10). Leukocytes accumulate at chorio-decidua junction, get activated, and greatly amplify the inflammation at the maternal-fetal interface possibly interacting with each other and resident cells.

## Data Availability Statement

All original RNAseq data were deposited in the NCBI's Gene Expression Omnibus database (GEO accession: GSE145918). Other raw data supporting the conclusions of this article will be made available by the authors, without undue reservation, to any qualified researcher.

## Ethics Statement

All animal procedures were approved by the IACUC at UC Davis, California Primate Center.

## Author Contributions

PP, MC, PS, FM, MM, CJ, SM, LM, MP, AJ, CC, and SK participated in data generation. PP, MC, PS, FM, MP, AJ, CC, and SK participated in analysis and interpretation of data. AJ, CC, and SK participated in the conception and design of the study and obtained the funding. PP and SK wrote the manuscript. All authors have reviewed the manuscript and approved the final version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 1

Supplementary Table I. Clinical characteristics of animals included in the study.

	**IA or IM Saline<br>Ctrl (IA n=24;<br>IM n=2)**	**IA LPS (n=19)**	**IA Adalimumab<br>(n=11)**
**Maternal age, year $\pm$ SD**	10.2 $\pm$ 2.8	7.8 $\pm$ 2.9	9.9 $\pm$ 2.5
**Maternal weight (Kg)**	9.1 $\pm$ 1.5	8.7 $\pm$ 1.9	9.8 $\pm$ 1.6
**Median GA at delivery,<br>days [range]**	131 [128-136]	131 [129-137]	131 [124-136]
**Mean birth weight, gram $\pm$<br>SD**	330.78 $\pm$ 30.36	322.3 $\pm$ 45.3	337 $\pm$ 65.6
**Fetal gender number (F/M)**	8/18	12/7	5/6

A total of 29 animals from Saline and LPS exposure were previously used for another study (Presicce et al., 2018).

Supplementary Table II. List of monoclonal Antibodies used to sort and phenotype chorio-decidua cells by FACS-sorter and flow cytometry.

**mAb**	**Sample**	**Manufacturer**	**Clone**	**Conjugation**
CD45	Rhesus	BDBioscience	D058-1283	PE-CF594
HLA-DR	Rhesus	Biolegend	L243	Brilliant Violet 570<br>PercPCy5.5
CD3	Rhesus	BDBioscience	SP34-2	APC-Cy7
CD14	Rhesus	Thermofisher	TUK4	Pacific Blue
CD56	Rhesus	BDBioscience	NCAM16.2	PE-Cy7
CD88	Rhesus	AbD Serotec	P12/1	Alexa Fluor 647
CD19	Rhesus	Biolegend	HIB19	Alexa Fluor 700
CD20	Rhesus	Biolegend	2H7	Alexa Fluor 700
CD16	Rhesus	BDBioscience	3G8	Alexa Fluor 700
CD63	Rhesus	Biolegend	H5C6	Pacific Blue
Live/Dead	Rhesus	Thermofisher		Aqua

Supplementary Table III. List of Rhesus probes for qPCR (ThermoFisher Scientific).

IL1 β	Rh02621711_m1
IL6	Rh02789322_m1
IL8	Rh02789781_m1
MCP1/CCL2	Rh02621753_m1
TNF α	Rh02789783_m1
CSF3	Rh02825033_m1
Connexin-43	AIY9Y3J (custom)
NFKB1	Rh00765726_m1
Licpolalin2 (LCN2)	Mf04378478_g1

Supplementary Table IV. Fifteen genes further upregulated by Adalimumab.

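Several named genes of this table are products of decidual stroma or plasma cells. Each named gene had its lowest mean in Ctrl and its highest in Adalimumab chorio-decidua, an order that the table's fold criteria fix on these samples. POSTN, a matrix protein of fibroblasts, was at 68.4 ± 47.5 in Ctrl (SD, n = 3), 321 ± 305 in LPS (SD, n = 5) and 791 ± 278 in Adalimumab animals (SD, n = 4). IGKC, the immunoglobulin kappa constant region, was at 157 ± 66.5, 1084 ± 1771 and 5976 ± 10154. In LPS against Ctrl, log2 fold changes were 2.46 for CD248, a fibroblast and pericyte surface protein, 2.15 for the proteoglycan DCN, 2.97 for the growth factor IGF1 and 2.88 for the WNT inhibitor SFRP4. In Adalimumab against LPS they were 0.98, 1.03, 1.45 and 0.73. CD248, DCN, IGF1 and SFRP4 are also among the 18 decidual stromal markers fixed as a list. All 15 genes had a fold of at least 4 with LPS and were higher by 1.5-fold or more in Adalimumab than in LPS animals, 5 at an unadjusted p under 0.05 in the first comparison and 1 in the second. Over all genes edgeR called 0 of them in either, and DESeq2 1 with LPS and 0 in Adalimumab against LPS. In Adalimumab against Ctrl their median log2 fold change was 3.61, and 10 were higher when adjusted over the list alone. The study chose this list on the same samples, so that count is not independent evidence, and 5 of the genes have no symbol in the files.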

Gene
CD248
DCN
ENSMMUG00000015202
ENSMMUG00000041841
ENSMMUG00000043350
IGF1
IGKC
MEIS1
MOB2
POSTN
SFRP4
TMTC1
ENSMMUG00000043574
STRA6
ENSMMUG00000046591

Refer to Figure 2E of the main manuscript for definition of LPS-induced TNF-upregulated genes.

Supplementary Table V. TNF-dependent biological process and associated genes.

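The genes of the 5 processes ran as groups in the directions under which they are listed: higher in LPS than in Ctrl chorio-decidua and lower in Adalimumab than in LPS. The 19 genes of the inflammatory response had a median log2 fold change of 2.73 with LPS and -1.77 in Adalimumab against LPS, 19 and 13 of them passing when adjusted over the list alone. For the 24 genes of neutrophil-mediated immunity the medians were 2.51 and -1.39 (24 and 7 when adjusted over the list alone). For the cytokine-mediated pathway, of which 27 genes were tested and RTN4RL2 had too few counts, they were 2.44 and -1.40 (26 and 17). The 12 genes of the apoptotic process had 2.43 and -1.56 (12 and 8), and the 9 of toll-like receptor signaling 2.18 and -1.33 (9 and 5). TNIP1, an inhibitor of NF-kB activation, had 2.49 (standard error 0.50, adjusted p = 0.102 from edgeR) with LPS and -1.81 (standard error 0.43, adjusted p = 0.302) in Adalimumab against LPS. At a fold of 1.5, every tested gene was lower with Adalimumab except 1 of the cytokine-mediated pathway. Over all genes edgeR called 0 of them in either comparison. DESeq2 called, with LPS and in Adalimumab against LPS, 17 and 4 genes of the inflammatory response, 21 and 5 of neutrophil-mediated immunity, 24 and 8 of the cytokine-mediated pathway, 9 and 3 of the apoptotic process and 7 and 3 of toll-like receptor signaling. These genes were chosen by the study on the same samples, so the counts adjusted over each list are not independent evidence of its direction.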

Term	P-value	Genes
inflammatory response (GO:0006954)	6.82544E-10	TNFAIP6;CCL20;PTGER2;FPR2;IL1A;IL6;IL18RAP;VNN1;ADORA2A;IL2RA;CCL2;FAS;NLRP3;PROK2;TNFRSF8;ACKR1;S100A9;S100A8;PTGDR
response to lipopolysaccharide (GO:0032496)	7.90166E-07	CD274;ADAM17;IL6;TNIP1;TNIP3;CCL2;FAS;NLRP3;TNFRSF8;IRAK3;CD14;PDCD1LG2
neutrophil mediated immunity (GO:0002446)	1.85716E-08	FCER1G;TNFAIP6;CD300A;MCEMP1;FPR2;GPR84;MMP8;C3;PLAC8;TRPM2;ADAM17;IL6;CLEC4D;PNP;VNN1;PLAU;LCN2;CTSH;S100A12;STOM;CD14;S100A9;S100A8;CD177
neutrophil degranulation (GO:0043312)	2.52604E-07	FCER1G;TNFAIP6;CD300A;MCEMP1;FPR2;GPR84;MMP8;C3;PLAC8;TRPM2;CLEC4D;PNP;VNN1;PLAU;LCN2;CTSH;S100A12;STOM;CD14;S100A9;S100A8;CD177
neutrophil activation involved in immune response (GO:0002283)	2.90962E-07	FCER1G;TNFAIP6;CD300A;MCEMP1;FPR2;GPR84;MMP8;C3;PLAC8;TRPM2;CLEC4D;PNP;VNN1;PLAU;LCN2;CTSH;S100A12;STOM;CD14;S100A9;S100A8;CD177
neutrophil chemotaxis (GO:0030593)	6.26626E-05	FCER1G;CCL20;CCL2;S100A12;S100A9;S100A8
neutrophil migration (GO:1990266)	9.77921E-06	FCER1G;CCL20;CCL2;S100A12;S100A9;S100A8;CD177
cytokine-mediated signaling pathway (GO:0019221)	1.18183E-08	CSF3;IL1RN;EBI3;IL2RG;CSF2RA;TANK;ICAM1;IL18RAP;IRAK2;CCL2;HMOX1;TNFRSF8;FCGR1A;IL13RA2;IL4R;CCL20;IRAK3;RTN4RL2;SOD2;BATF;IL1A;ADAM17;IL6;IL23A;IL2RA;LCN2;FAS;IL18R1
positive regulation of cytokine production (GO:0001819)	2.83507E-05	C3;IL1A;ADAM17;IL6;IL23A;CLEC6A;HILPDA;FLOT1;NLRP3;CD14;TANK;ADORA2A
cellular response to cytokine stimulus (GO:0071345)	4.58696E-07	CSF3;IL1RN;IL4R;CCL20;IRAK3;RTN4RL2;IL2RG;CSF2RA;TANK;BATF;ICAM1;IL1A;IL6;IL23A;IRAK2;IL2RA;LCN2;CCL2;HMOX1;IL13RA2;IL18R1
interleukin-18-mediated signaling pathway (GO:0035655)	0.004310026	IL18RAP;IL18R1
apoptotic process (GO:0006915)	4.55578E-05	IL1A;PLSCR1;ADORA2A;CASP5;IL2RA;FAS;NLRP3;PLAGL2;CD14;CFLAR;BCL2L14;IER3
regulation of extrinsic apoptotic signaling pathway via death domain receptors (GO:1902041)	0.000148041	FAS;HMOX1;CFLAR;TANK;ICAM1
toll-like receptor signaling pathway (GO:0002224)	1.66812E-06	TNIP1;IRAK2;TNIP3;IRAK3;TLR10;CD14;PIK3AP1;S100A9;S100A8
toll-like receptor 4 signaling pathway (GO:0034142)	0.001014465	TNIP3;CD14;PIK3AP1
pattern recognition receptor signaling pathway (GO:0002221)	3.57815E-05	IRAK2;IRAK3;TLR10;CD14;S100A9;S100A8

Similar biological processes are grouped by the same color. Refer to Figure 2E of the main manuscript for definition of TNF-dependent gene expression.

Supplementary Table VI. Coverage of the representative SNPs.

Ctrl #427	Nucleotide	chr14: 61,428,027 (TRIM22)	chr14: 61,440,616 (TRIM22)	chr13: 29,720,032 (FOSL2)	chr13: 28,721,094 (FOSL2)	chr13: 28,721,275 (FOSL2)
Fetal Lung	A	8 (44%)	0	0	0	10 (100%)
	C	0	10 (45%)	29 (100%)	12 (100%)	0
	G	10 (56%)	0	0	0	0
	T	0	12 (55%)	0	0	0
Chorio-Decidua Neutrophils	A	0	0	0	0	88 (48%)
	C	0	0	132 (54%)	315 (51%)	0
	G	57 (100%)	0	0	306 (49%)	97 (52%)
	T	0	43 (100%)	111 (46%)	0	0
Maternal Blood Neutrophils	A	0	0	0	0	12 (52%)
	C	0	0	215 (46%)	30 (48%)	0
	G	519 (100%)	0	0	33 (52%)	11 (48%)
	T	0	147 (100%)	255 (54%)	0	0
LPS #442	Nucleotide	chr19: 44,875,344 (RPL13A)	chr14: 61,428,027 (TRIM22)	chr14: 61,428,690 (TRIM22)	chr6: 130,173,358 (IRF1)	chr13: 28,701,305 (FOSL2)
Fetal Lung	A	145 (63%)	36 (100%)	36 (100%)	166 (75%)	34 (48%)
	C	0	0	0	0	37 (52%)
	G	0	0	0	0	0
	T	85 (37%)	0	0	56 (25%)	0
Chorio-Decidua Neutrophils	A	67 (100%)	33 (49%)	17 (59%)	80 (100%)	0
	C	0	0	0	0	151 (100%)
	G	0	35 (51%)	12 (41%)	0	0
	T	0	0	0	0	0
Maternal Blood Neutrophils	A	124 (99%)	191 (53%)	116 (58%)	379 (100%)	0
	C	0	0	0	0	54 (100%)
	G	0	169 (47%)	83 (42%)	0	0
	T	1 (1%)	0	0	0	0
Adalimumab + LPS #431	Nucleotide	chr6: 130,172,806 (IRF1)	chr2: 148,997,781 (SF3B1)	chr1: 130,601,437 (SSR2)	chr14: 61,430,065 (TRIM22)	chr1: 126,603,427 (S100A11)
Fetal Lung	A	28 (100%)	0	41 (58%)	0	0
	C	0	35 (100%)	0	11 (100%)	0
	G	0	0	30 (42%)	0	72 (100%)
	T	0	0	0	0	0
Chorio-Decidua Neutrophils	A	46 (42%)	0	39 (100%)	0	120 (48%)
	C	0	17 (55%)	0	15 (48%)	0
	G	64 (58%)	0	0	0	130 (52%)
	T	0	14 (45%)	0	16 (52%)	0
Maternal Blood Neutrophils	A	32 (42%)	0	13 (100%)	0	79 (51%)
	C	0	15 (56%)	0	128 (42%)	0
	G	44 (58%)	0	0	0	75 (49%)
	T	0	12 (44%)	0	180 (58%)	0

The number represents the number of reads that overlap the SNP with the specific nucleotide. Numbers in brackets represent the frequency of nucleotides at each of the informative SNPs (refer to Figure 4F of the main manuscript).

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 2

Supplementary Figure 1.

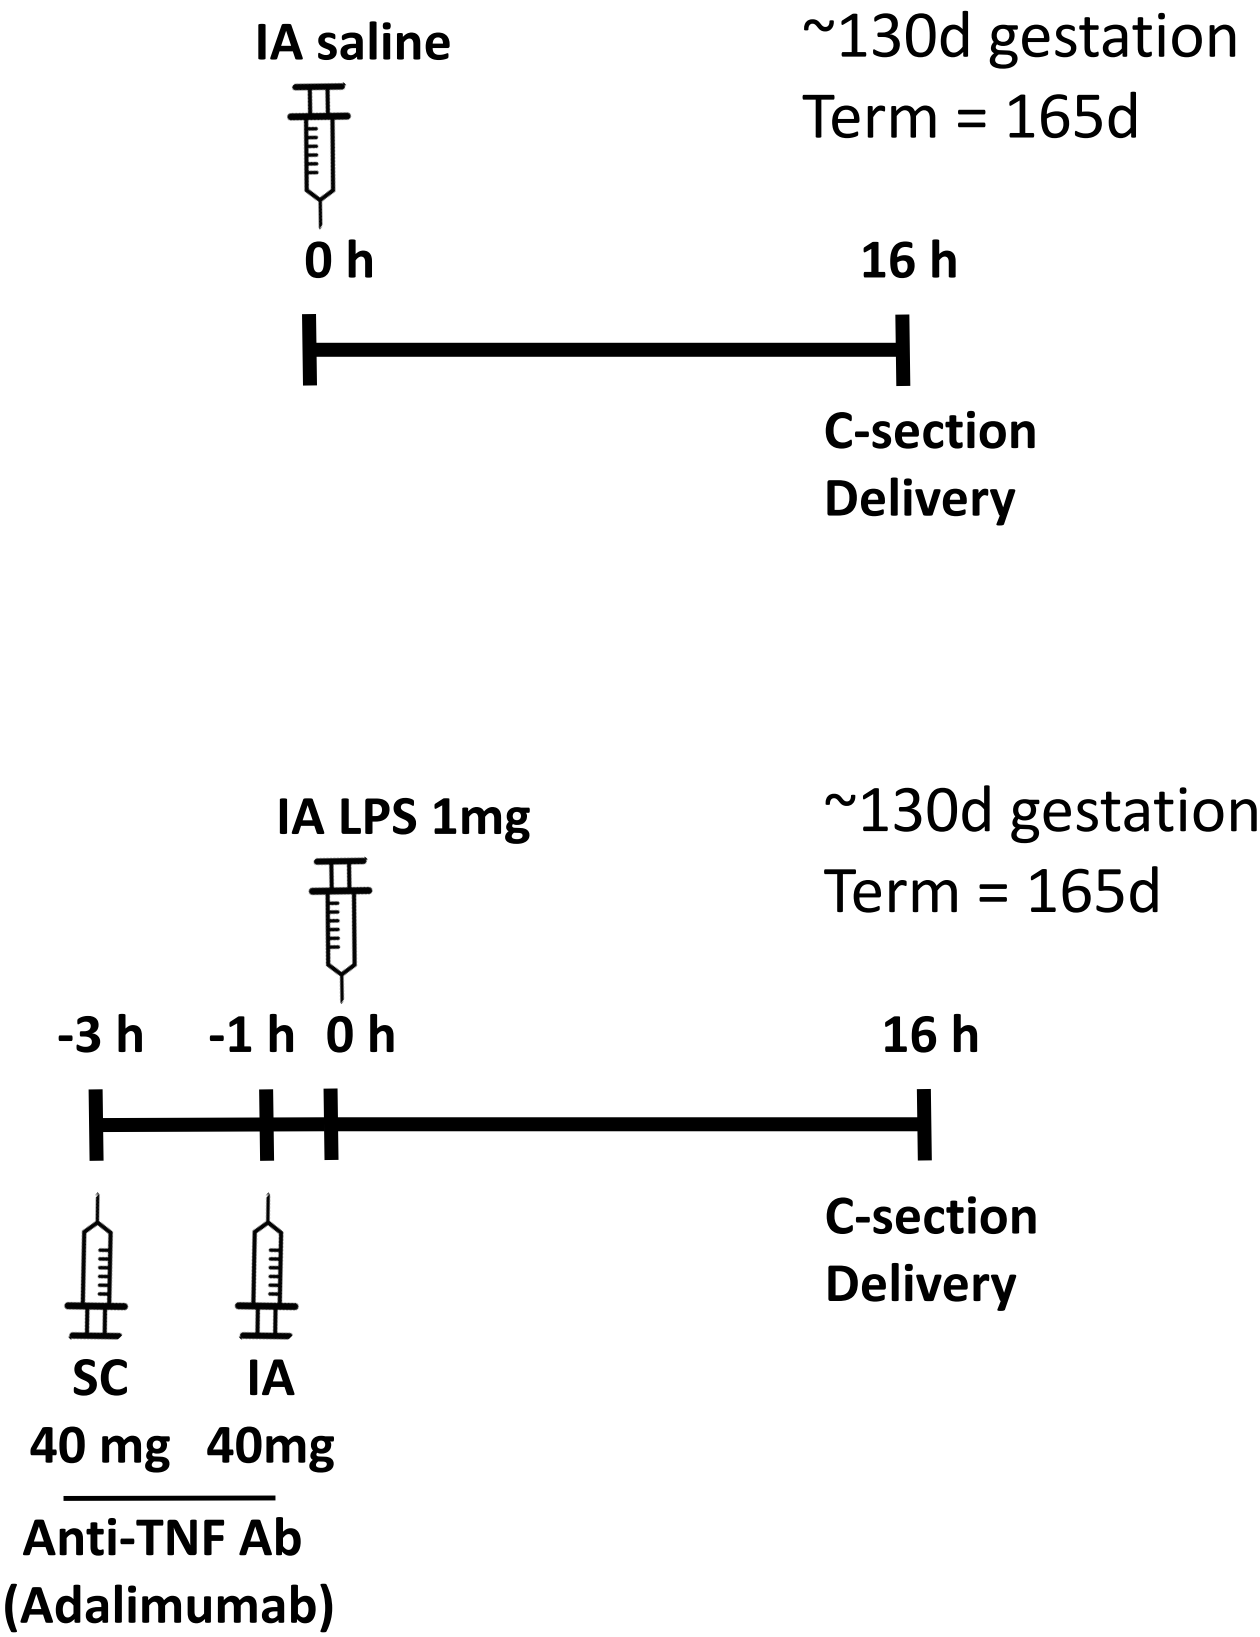

Supplementary Figure 1. Experimental design of saline and Adalimumab treatment in LPS-exposed animals.

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 3

Supplementary Figure 2.

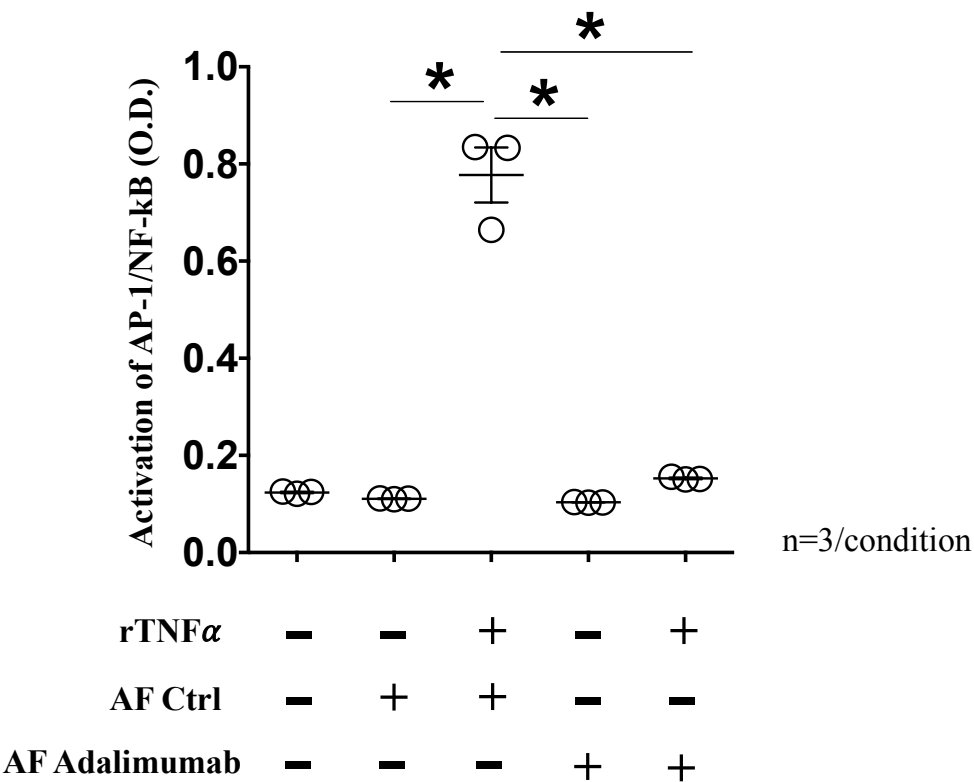

Supplementary Figure 2. Adalimumab specifically inhibits TNF α . HEK-Dual TNF α cells were stimulated *in vitro* o.n. with or without rTNF α (4 ng/ml) and/or amniotic fluid (AF, dilution 1:10) obtained at delivery from Ctrl or Adalimumab animals with the read-out of activation of AP-1/NF-kB. As expected, HEK-Dual TNF α cells did not respond to exogenous LPS (not shown). When HEK-Dual TNF α cells were cultured with rTNF α alone or rTNF α + AF from Ctrl animals, the activation of AP-1/NF-kB was significantly increased compared to baseline. In contrast, the presence of AF from Adalimumab injected animals reversed the activation of rTNF α stimulated AP-1/NF-kB to baseline levels, demonstrating specific TNF α inhibitory activity at the time-point when assays for neutrophil activity were performed. . Detection of bioactive TNF α is evaluated by the activation of the AP-1/NF-kB pathway. n=3/condition. P * <0.05 (Unpaired t test).

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 4

Supplementary Figure 3.

Maternal Blood

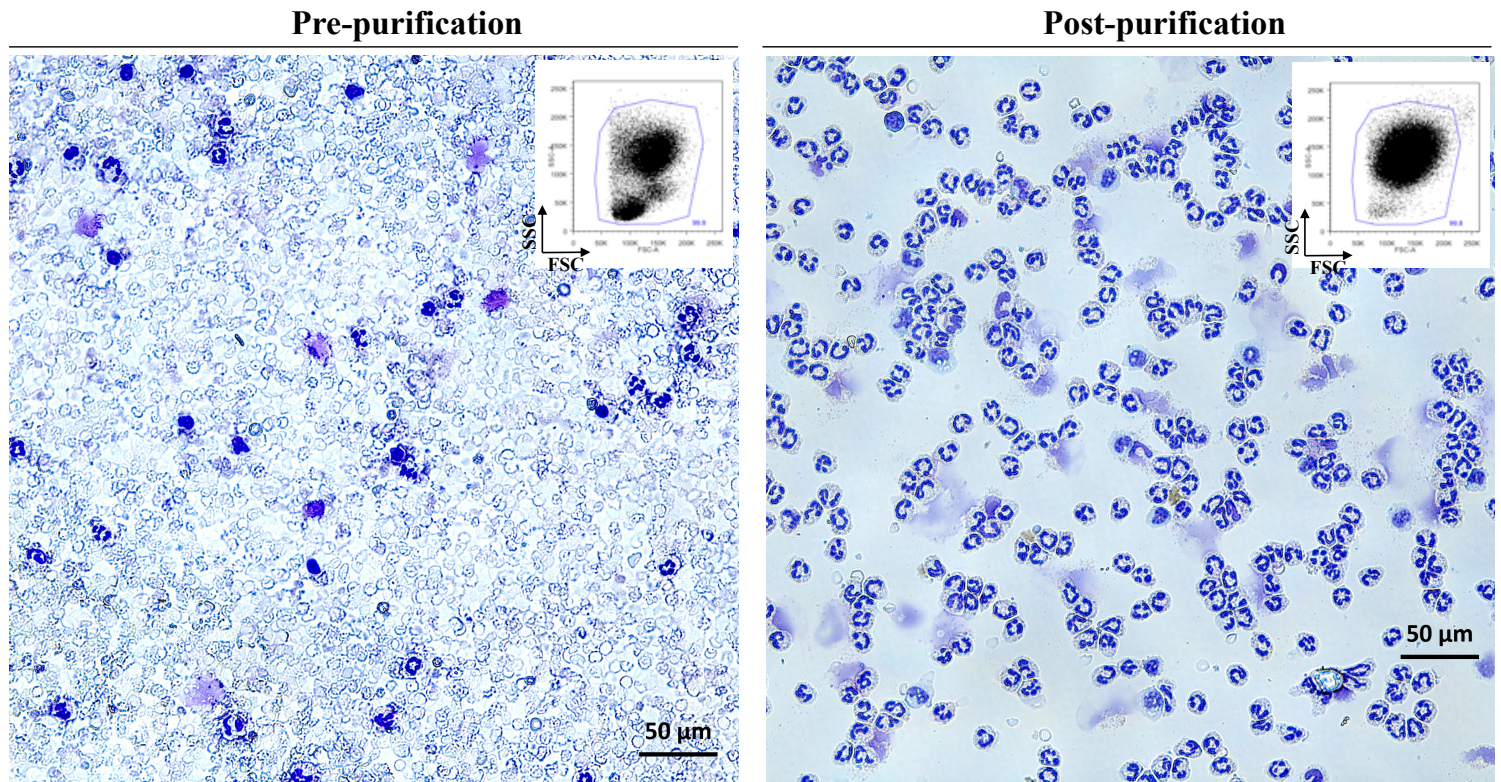

Supplementary Figure 3. Maternal blood neutrophils were obtained by magnetic bead isolation with a purity >97%. Representative dot plots (n=3, upper right) and Diff-quick staining (n=3) showing pre- and post-purification of maternal peripheral blood neutrophils. The integrity of purified total RNA from bead-isolated maternal blood neutrophils (10-50 ng per sample) was assessed using HighSensitivity RNA ScreenTapes on the TapeStation 2200 (Agilent Technologies).

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 5

Supplementary Figure 4.

Chorio-decidua

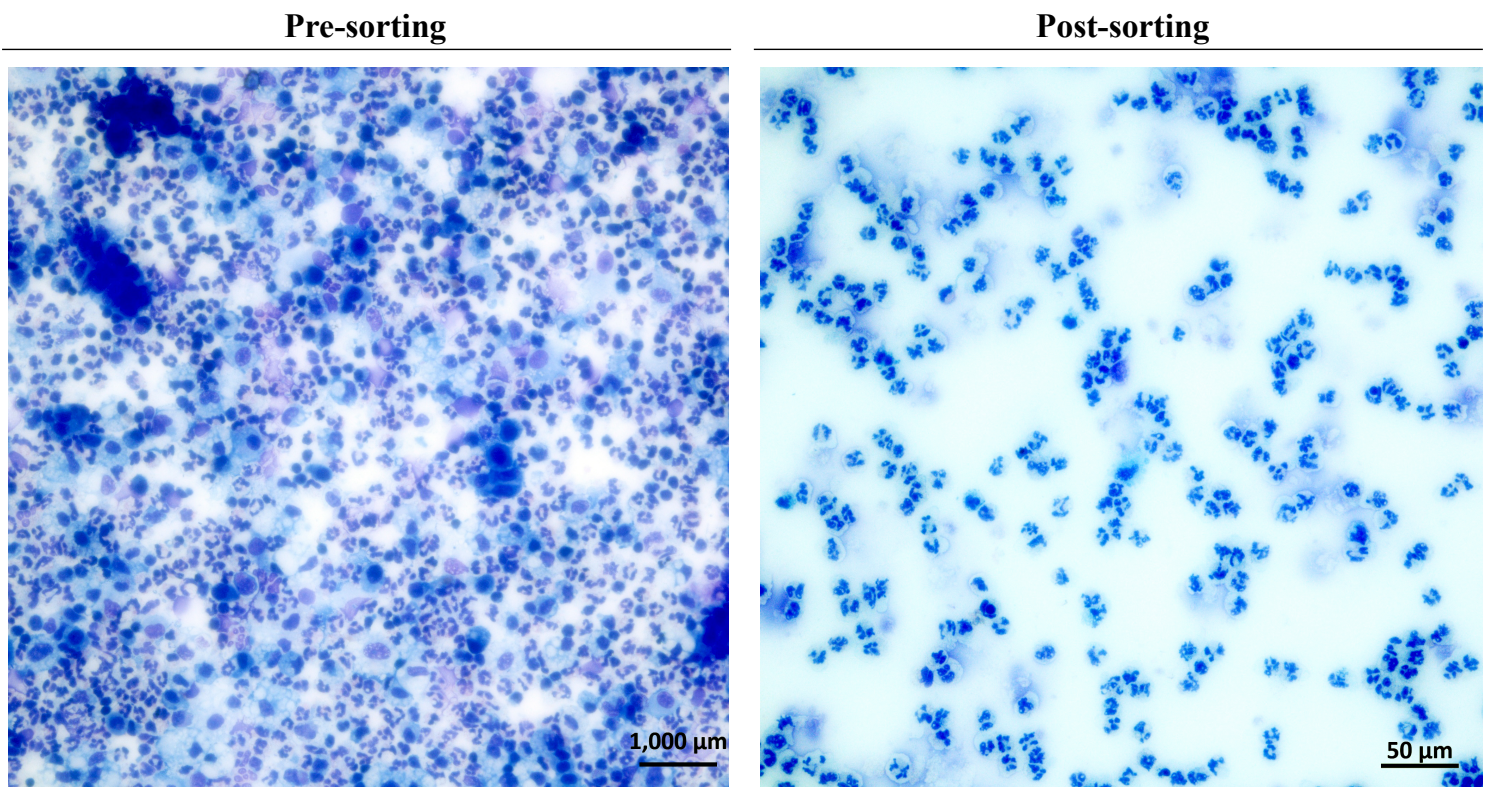

Supplementary Figure 4. Chorio-decidua neutrophils (defined as CD3-CD14^{low}HLADR-CD88⁺CD56⁻ cells) were FACS-sorted from the three groups of animals with a purity >97% (not shown). Representative (n=5) Diff-Quick staining of pre- and post-sorted cells. The integrity of purified total FACS-sorted chorio-decidua neutrophils (10-50 ng per sample) was assessed using HighSensitivity RNA ScreenTapes on the TapeStation 2200 (Agilent Technologies).

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 6

Supplementary Figure 5.

Chorio-decidua

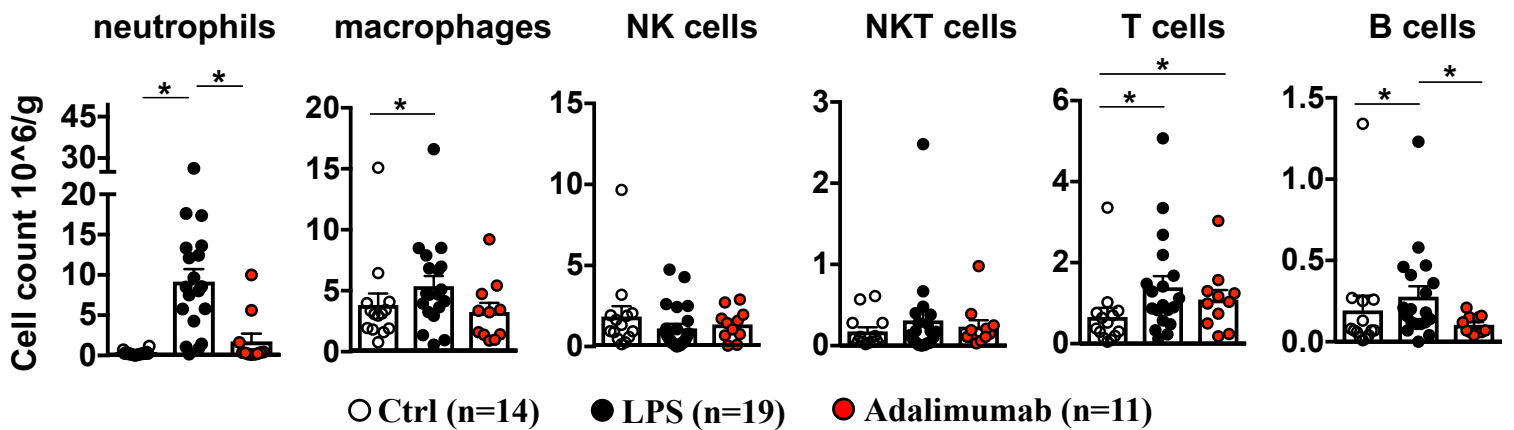

Supplementary Figure 5. Adalimumab decreased significantly neutrophil and B cell count. Chorio-decidua cell suspensions were analyzed by multiparameter flow cytometry and the different leukocyte populations were defined as previously described (Presicce et al., 2018). Briefly, live cells were first identified by the absence of LIVE/DEAD stain and forward-/side-scatter expression, excluding cell debris. Leukocytes were gated as CD45⁺ cells. IA LPS exposure increased significantly the number of chorio-decidua (CD3-CD14^{low}HLADR-CD88⁺CD56⁻) neutrophils, (CD3-CD14^{high}CD88⁺HLA-DR⁺) macrophages, (CD14-CD56-CD3⁺)T cells and (CD3-CD14-CD56-CD19/CD20⁺) B cells compared to the control animals, but Adalimumab reverted only neutrophil and B cell numbers to control levels. LPS had no impact on (CD3-CD14-HLA-DR-CD88-CD56⁺) NK or (CD14-CD3⁺CD56⁺ NKT) cell numbers. Cell count was expressed per gram of tissue (Ctrl n=14; LPS n=19; Adalimumab n=11). Data are mean, SEM, *p<0.05 between comparators.

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 7

Supplementary Figure 6.

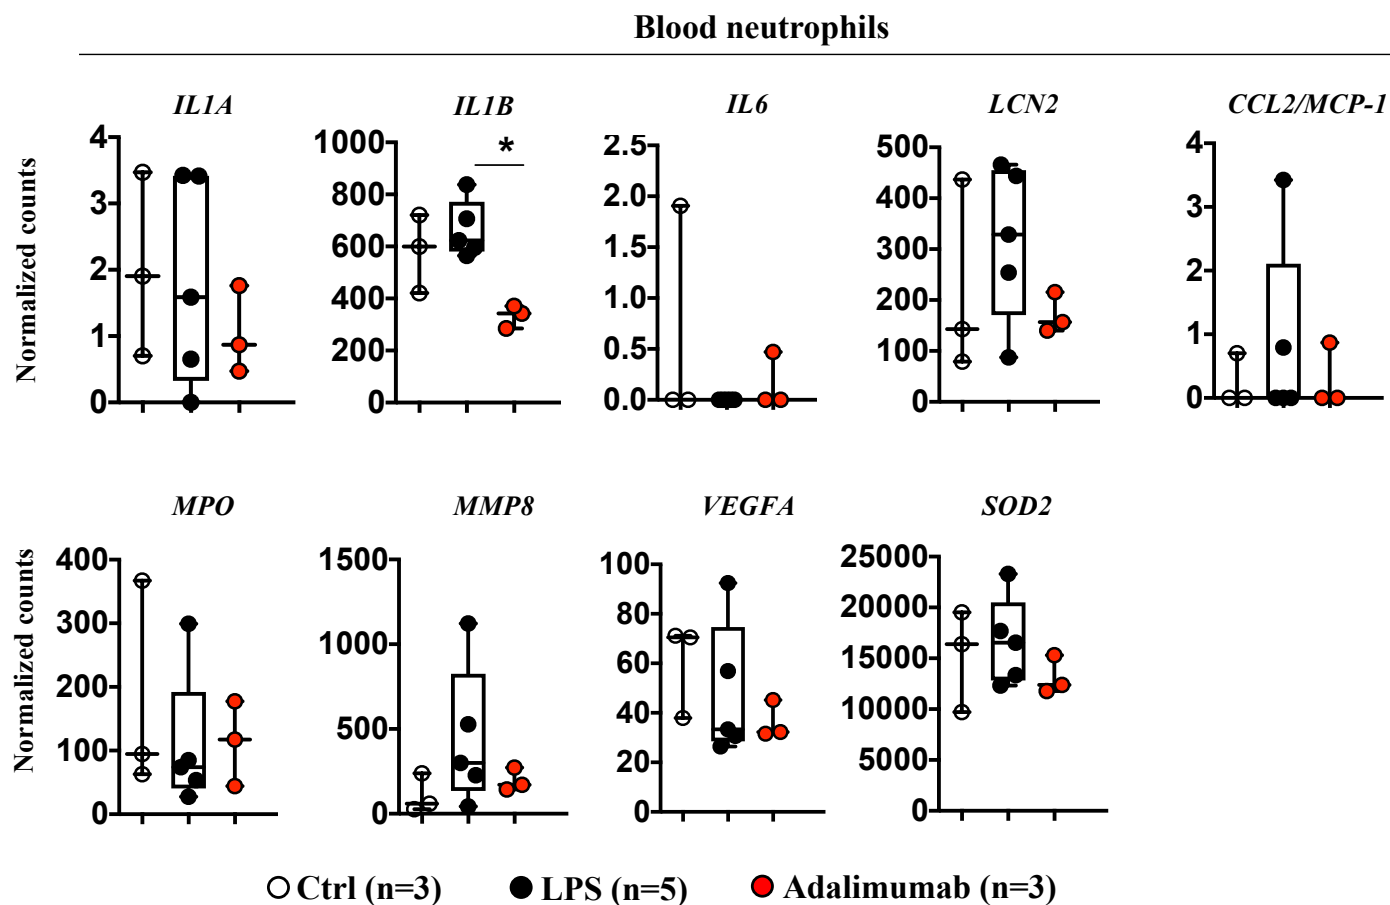

Supplementary Figure 6. Maternal blood neutrophil gene expression profile do not differ significantly after LPS or Adalimumab. RNA-seq analysis of neutrophils isolated from maternal blood using magnetic beads. Normalized counts of gene expression value of representative genes (Ctrl n=3; LPS n=5; Adalimumab n=3 for all the genes). Data are mean, SEM, * $p < 0.05$ between comparators (Mann–Whitney U test).

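In blood neutrophil libraries after Adalimumab, B and plasma cell markers and ribosomal protein genes stood higher than after LPS alone, and no single gene passed the test. Whether neutrophils or other cells in the bead isolates carried these transcripts was not tested. B and plasma cell markers had a median log2 fold change of 2.17 in Adalimumab against LPS animals, 10 of 11 being higher when adjusted over the list alone (adjusted p = 2.4e-10 from camera, adjusted p = 0.221 with an estimated correlation), among them MZB1 (2.46) and CD79B (2.30). Ribosomal protein genes had a median of 0.88, with 9 of 22 higher when adjusted over the list alone (adjusted p = 4.7e-07 from camera, adjusted p = 0.221 with an estimated correlation). Type I interferon genes had a median of -0.80 (adjusted p = 3.8e-05 from camera, adjusted p = 0.435 with an estimated correlation). Of the genes in the figure, IL1B, an inflammatory cytokine, was at 652 ± 157 in Ctrl (SD, n = 3), 767 ± 142 in LPS (SD, n = 5) and 419.6 ± 61.0 in Adalimumab blood (SD, n = 3). Its log2 fold change was 0.23 in LPS against Ctrl, -0.87 in Adalimumab against LPS (adjusted p = 0.163 from edgeR) and -0.64 in Adalimumab against Ctrl. In LPS against Ctrl, the collagenase MMP8 had 2.08 (unadjusted p = 0.0318, adjusted p = 1 from edgeR), LCN2 0.60, myeloperoxidase (MPO) -0.60, VEGFA -0.37 and the superoxide dismutase SOD2 0.17. IL1A, IL6 and CCL2 had too few counts in blood to be tested. For Adalimumab against LPS edgeR called 0 genes (1428 at an unadjusted p under 0.05, smallest adjusted p = 0.0565), DESeq2 232 and limma-voom 978, and edgeR called 28 without LPS animal 440 and 1 without Adalimumab animal 439. For Adalimumab against Ctrl edgeR called 0 (1066 at an unadjusted p under 0.05, smallest adjusted p = 0.0713), DESeq2 109 and limma-voom 1186, and without LPS animal 440 edgeR called 9. The groups did not overlap for 1491 genes in Adalimumab against LPS (14.8%, against 3.57% by chance), 1990 in Adalimumab against Ctrl (19.8%, against 10%) and 200 in LPS against Ctrl (1.99%, against 3.57%).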

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 8

Supplementary Figure 7.

A. Blood vs. Chorio-decidua neutrophils– upregulated genes (n=3)

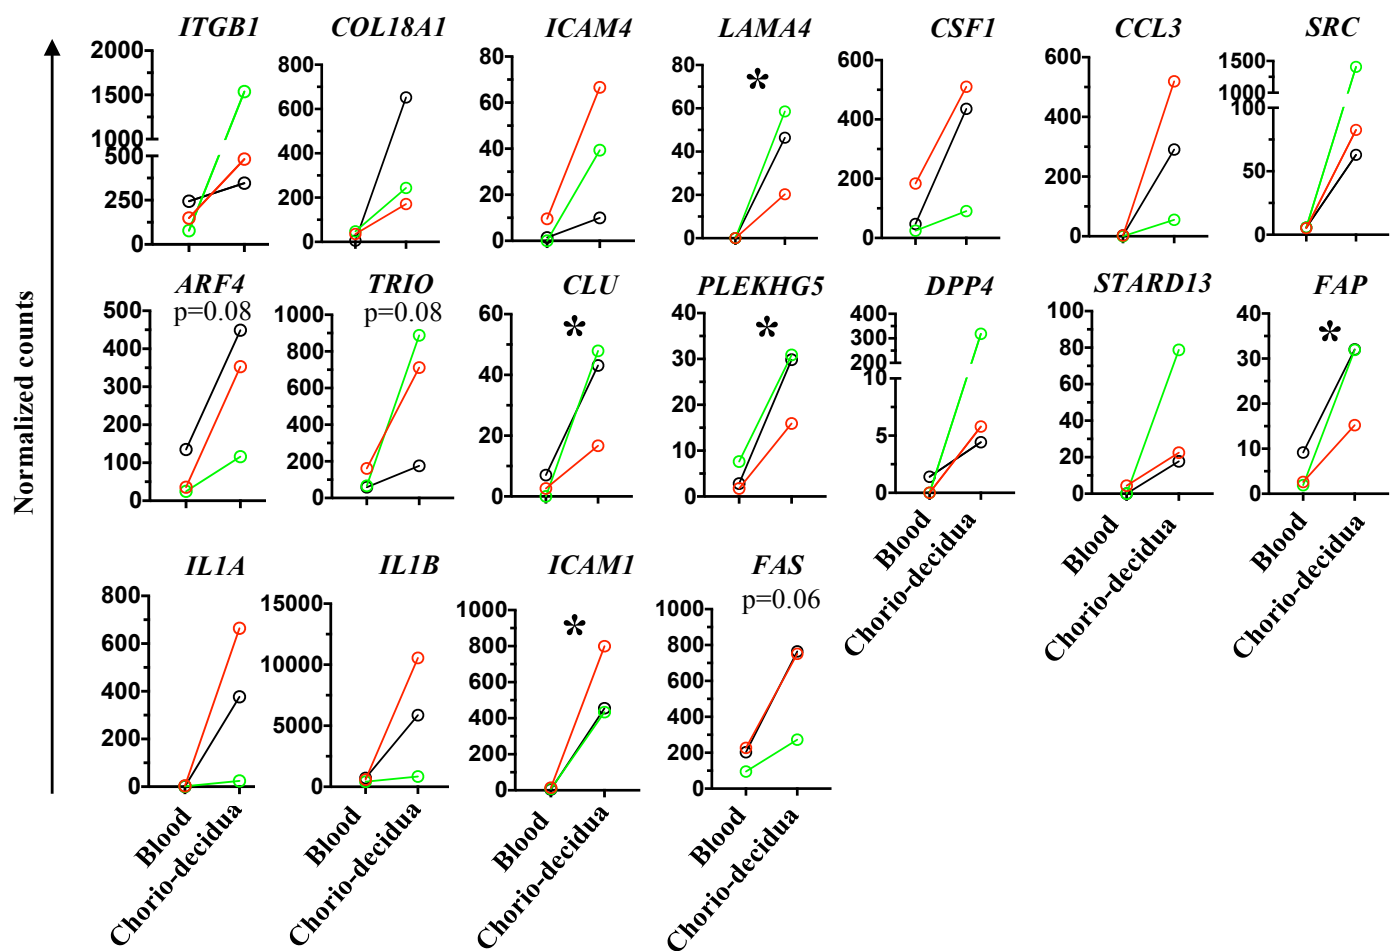

B. Blood vs. Chorio-decidua neutrophils – downregulated genes (n=3)

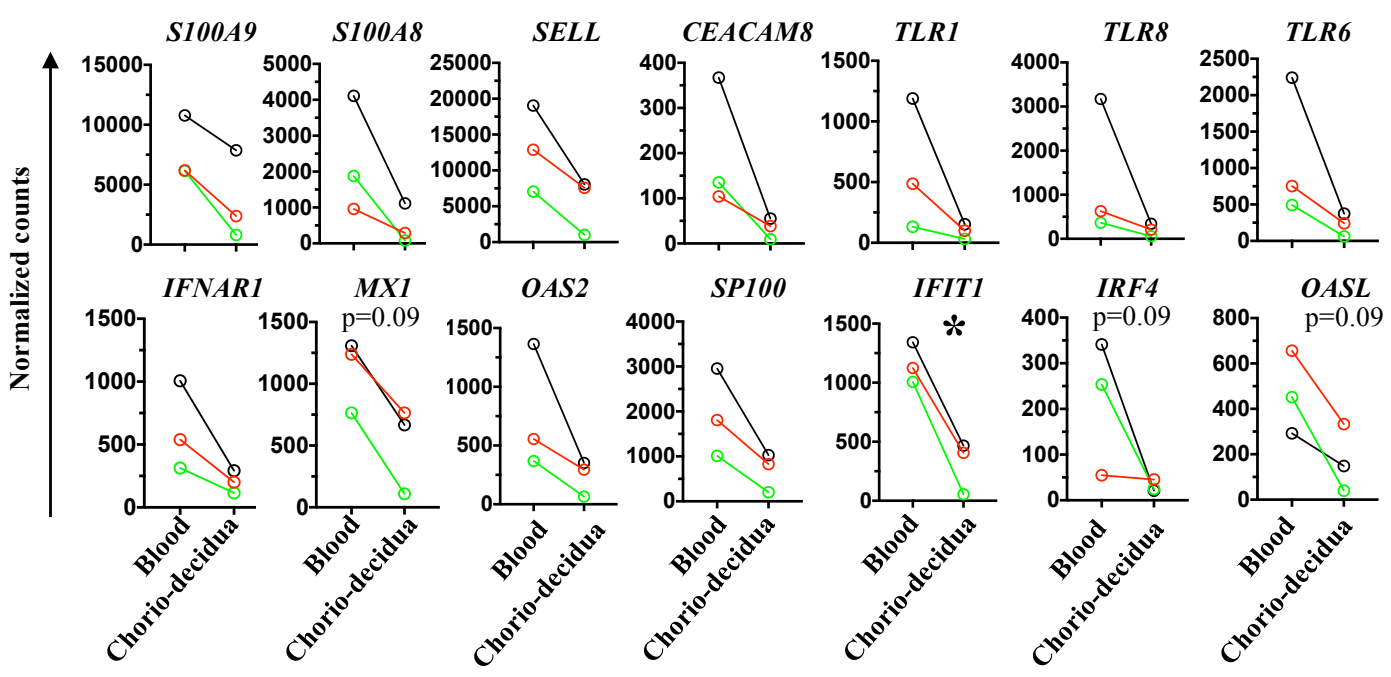

Supplementary Figure 7. Differential expression genes in blood vs. chorio-decidua neutrophils. Representative genes associated to the biological processes [see Figure 1D] **(A)** upregulated or **(B)** downregulated in chorio-decidua neutrophils compared to blood neutrophils. The lines show normalized counts of gene-expression trend plot from the same control animal (n=3: black line= sample #427, red line = sample #432, green line = sample #430). $p^* < 0.05$ (Unpaired t test).

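The genes listed as higher in the chorio-decidua had a median log2 fold change of 3.39 against blood in Ctrl animals, and all 17 listed as lower lay below 0, with a median of -1.94. Of 21 tested genes of panel A, 9 rose over all genes by edgeR and 20 when adjusted over the list alone, while DPP4 had too few counts. NR4A2 (6.32) and NR4A3, relatives of NR4A1, and the protease ADAMTS1 (7.79) were also higher in this comparison (adjusted p of 0.00523 to 0.0110 from edgeR). Of the genes of panel B, 1 fell over all genes, the interferon regulatory factor IRF4 (-2.84, standard error 0.71, adjusted p = 0.0477 from edgeR), and 10 when adjusted over the list alone. The toll-like receptors TLR1 (-2.70), TLR6 (-2.38) and TLR8 (-2.78) had adjusted p values of 0.0915 to 0.104 from edgeR. The study chose both lists on these samples, so the counts adjusted over the list alone are not independent evidence.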

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 9

Supplementary Figure 8 .

A. Chorio-decidual neutrophils - TNF-dependent genes

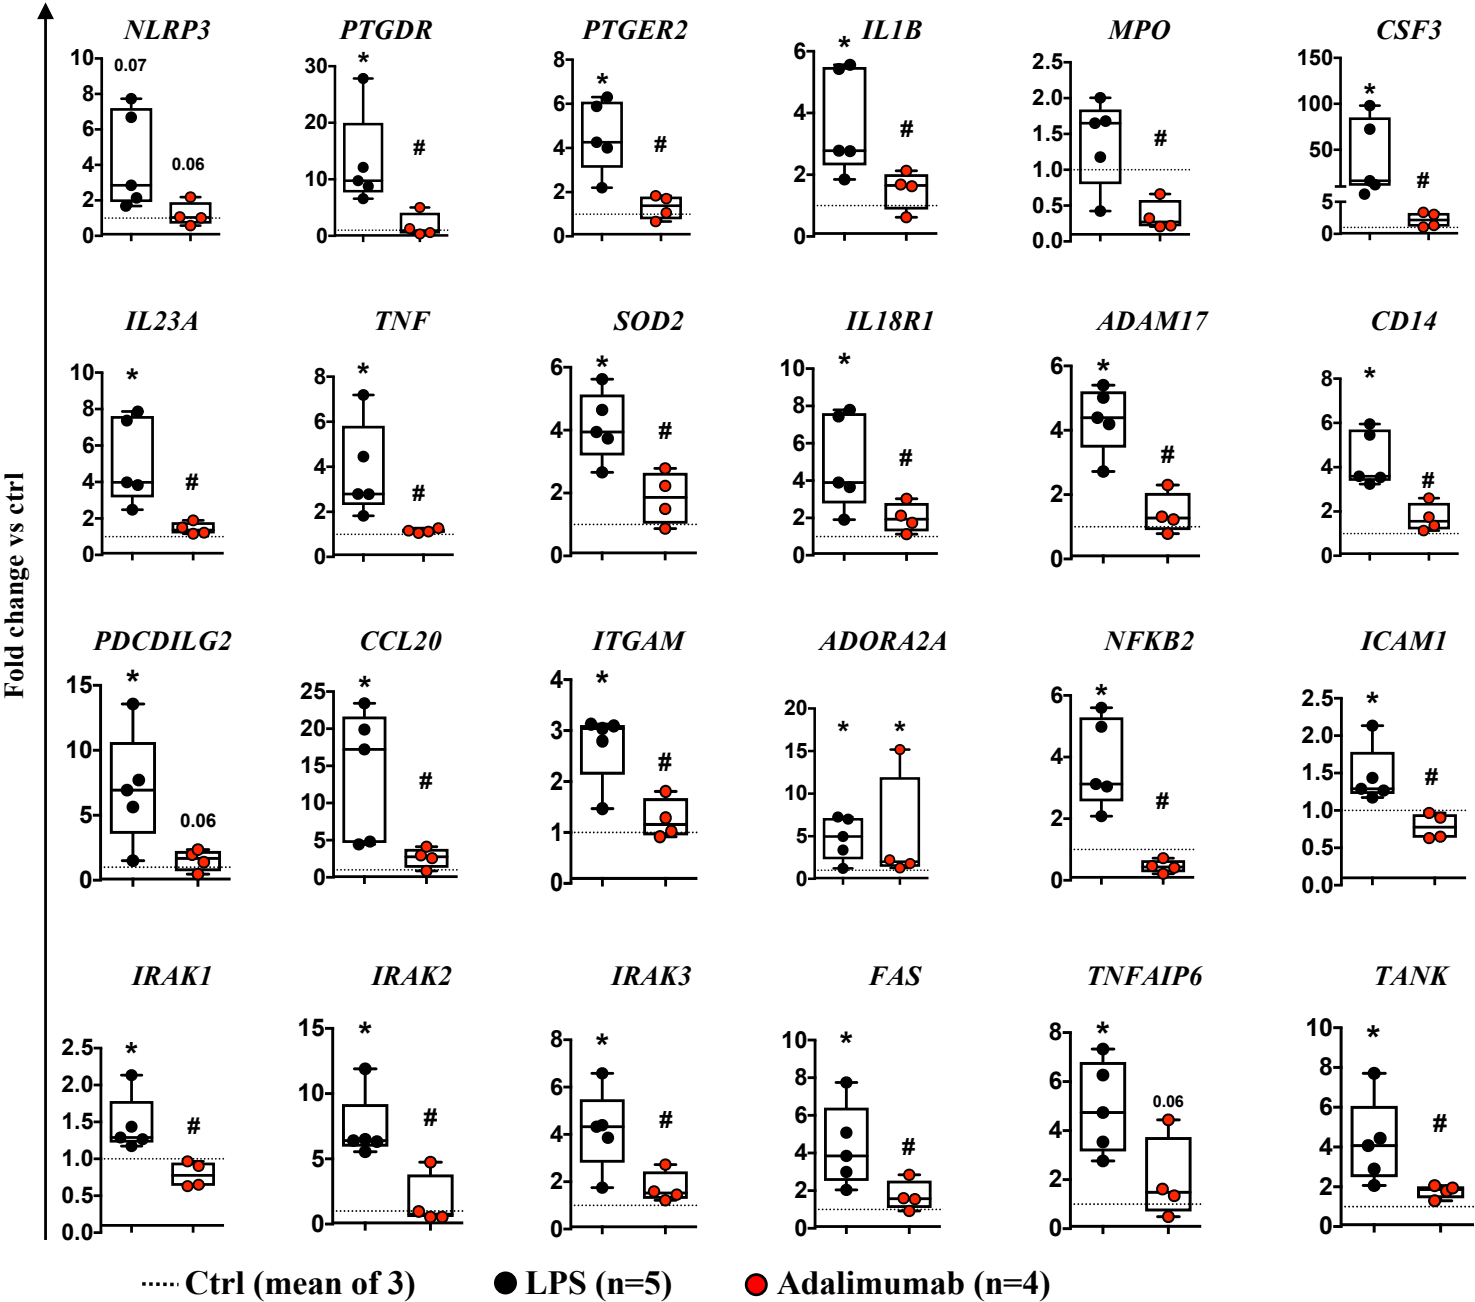

B. Validation of selected transcriptomic data by qPCR

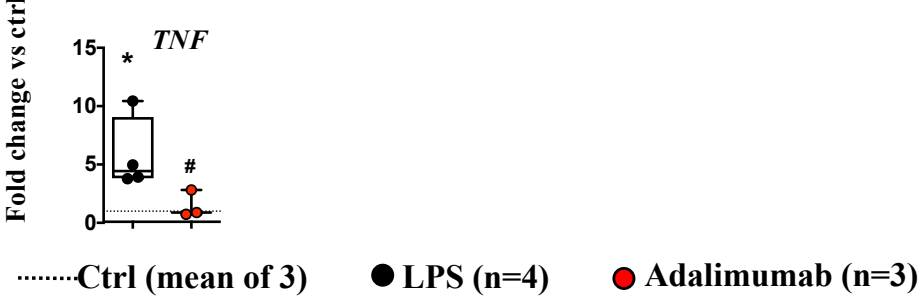

Supplementary Figure 8. Genes associated to the biological processes inhibited by Adalimumab. (A) Extended list of genes representing biological processes inhibited by Adalimumab shown in Figure 3. The box plot shows fold-change of gene expression in chorio-decidua neutrophils normalized to control chorio-decidua neutrophils (dotted-line). $P^* < 0.05$ vs. ctrl; # < 0.05 vs. LPS (dotted-line represents the mean of 3 Ctrl; LPS n=5; Adalimumab n=4. Mann–Whitney U test). **(B)** Validation of selected transcript expression by qPCR analysis. mRNAs were isolated FACS-sorted chorio-decidua neutrophils from Ctrl, LPS-, and Adalimumab-treated animals. qPCR was performed using rhesus-specific Taqman probes. The values were first internally normalized to the endogenous 18S RNA, and the box plot show fold-change of gene expression normalized to control chorio-decidua neutrophils (dotted-line represents the mean of 3 Ctrl; LPS n=4; Adalimumab n=3). $P^* < 0.05$ vs. ctrl; # < 0.05 vs. LPS (Mann–Whitney U test).

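The 29 genes of this figure and of Figure 3B had a median log2 fold change of 2.11 in LPS against Ctrl chorio-decidua and of -1.77 in Adalimumab against LPS. CSF3, the growth factor of neutrophils (G-CSF), had 5.25 (standard error 1.00, adjusted p = 0.0863 from edgeR) with LPS and -4.23 (standard error 0.82, adjusted p = 0.302) in Adalimumab against LPS. CCL20, a chemokine for lymphocytes and dendritic cells, had 3.73 (standard error 0.80, adjusted p = 0.108 from edgeR) and -2.39 (standard error 0.66, adjusted p = 0.379). ICAM1, the endothelial and leukocyte ligand of Mac-1, had 3.26 (standard error 0.64, adjusted p = 0.0933 from edgeR) and -1.78 (standard error 0.53, adjusted p = 0.379). TNF itself had 1.86 (standard error 0.58, adjusted p = 0.181 from edgeR) and -1.71 (standard error 0.52, adjusted p = 0.379). All 29 genes were lower by 1.5-fold or more with Adalimumab, 20 had a fold of at least 4 with LPS, and 27 were higher with LPS and 25 lower with Adalimumab when adjusted over the list alone. DESeq2 called 24 of the 29 with LPS and 10 with Adalimumab, and edgeR 0 in either over all genes. The list was chosen by the study on these samples, so its counts are not independent evidence.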

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 10

Supplementary Figure 9.

A. Chorio-decidual neutrophils: LPS-upregulated TNF-independent Biological process that do not change upon Adalimumab treatment based on the 55 genes in Figure 2E

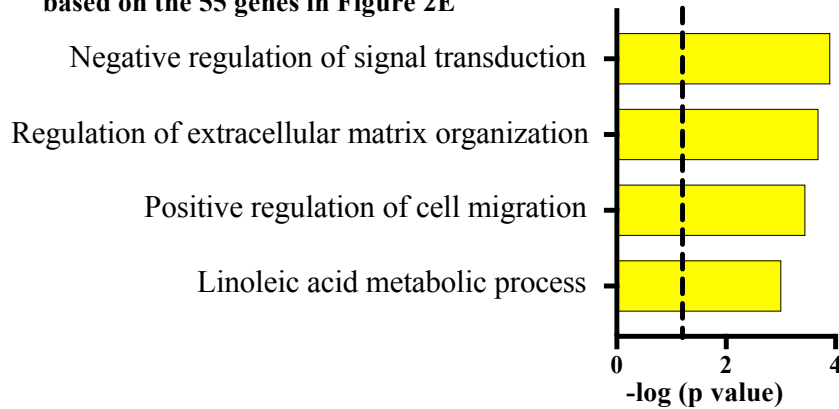

B.

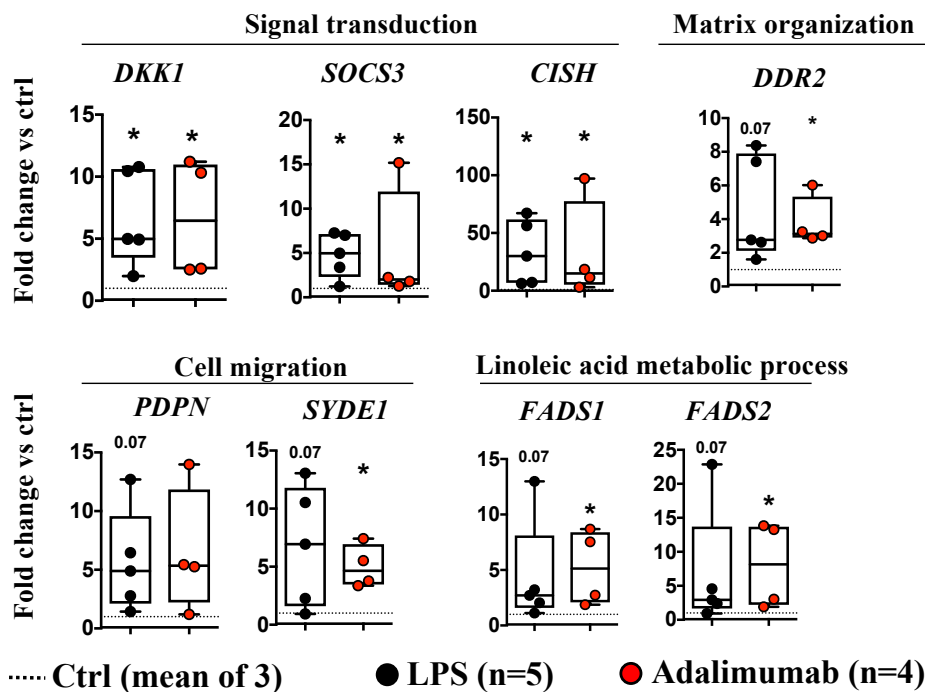

Supplementary Figure 9. LPS regulates signal transduction, extracellular matrix organization, cell migration, linoleic acid metabolic process. **(A)** Biological processes of differentially expressed LPS-upregulated gene, as determined using Enrichr. **(B)** Representative genes associated to the biological processes induced by LPS. (dotted-line represents the mean of 3 Ctrl; LPS n=5; Adalimumab n=4). P * < 0.05 vs. ctrl (Mann–Whitney U test).

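As a group, the 8 genes of panel B had a median log2 fold change of 2.53 in LPS against Ctrl chorio-decidua and of 0.07 in Adalimumab against LPS. All 8 had a fold of at least 4 with LPS and an unadjusted p under 0.05 from edgeR, and all 8 lay within 1.5-fold between Adalimumab and LPS animals, 0 of them at an unadjusted p under 0.05. When adjusted over the list alone, 8 were higher with LPS and 0 lower with Adalimumab, and DESeq2 called 5 with LPS and 0 with Adalimumab over all genes. The extracellular matrix genes fixed as a list had a median of 1.52 with LPS (0 of 31 called by edgeR, 1 when adjusted over the list alone, adjusted p = 7.4e-06 from camera, adjusted p = 0.446 with an estimated correlation). Markers of decidual stromal cells moved with them (median 1.44, 0 of 15 called by edgeR and 0 when adjusted over the list alone, adjusted p = 0.00723 from camera, adjusted p = 0.465 with an estimated correlation), a call lost without Ctrl animal 432 (adjusted p = 0.0744 from camera) or LPS animal 440 (0.118). Among these markers CD248, DCN, IGF1 and SFRP4 were chosen by the study on the same samples as induced by LPS. The study chose the 8 genes on these samples, so the count adjusted over the list is not independent evidence.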

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 11

Supplementary Figure 10.

A. Gate in neutrophils

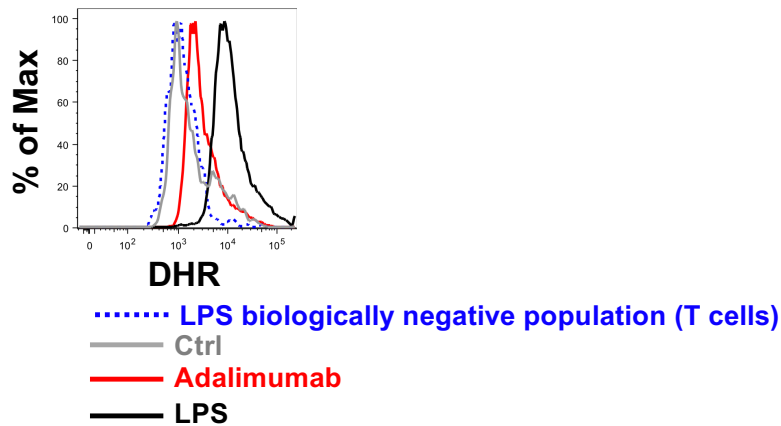

B.

Gate in neutrophils

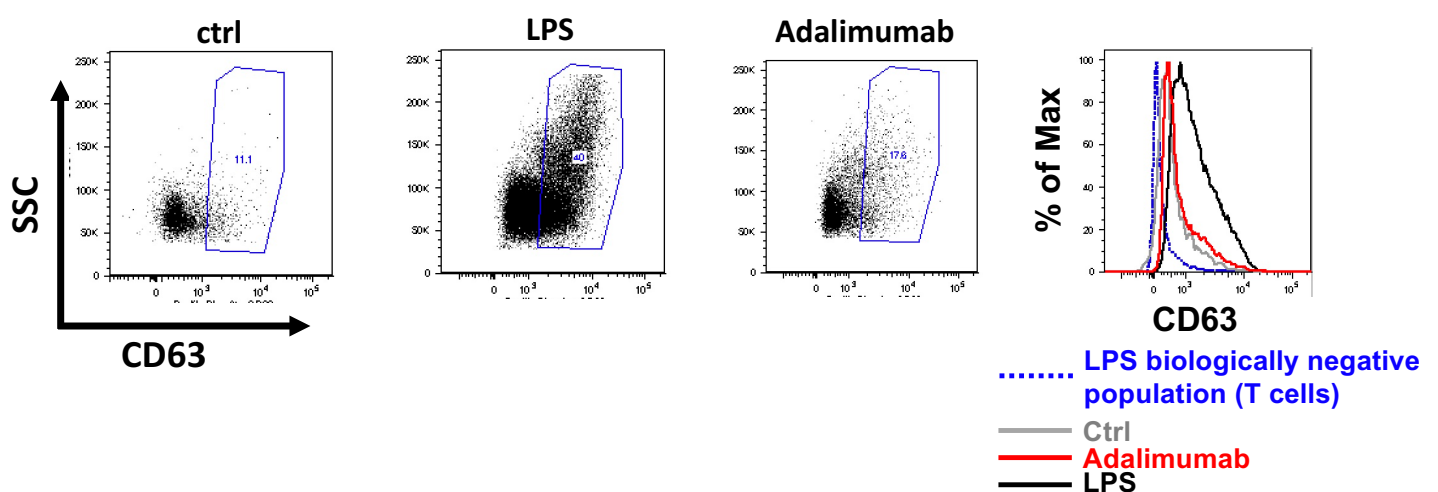

C.

Gate in neutrophils

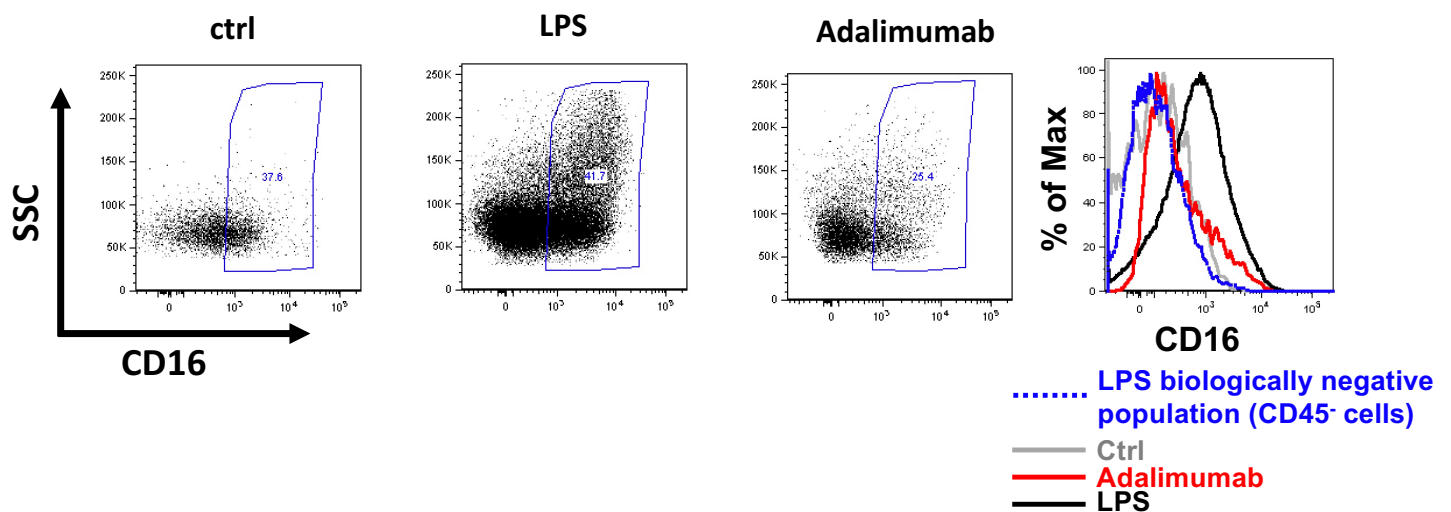

Supplementary Figure 10. Representative dot plots (n=5) showing activation of chorio-decidua Neutrophils. Chorio-decidua cell suspension were analyzed by flow cytometry. Representative mean fluorescence intensity (MFI) of **(A)** Dihydrorhodamine 123 (DHR) - an uncharged and nonfluorescent reactive oxygen species indicator – and frequency and MFI of **(B)** CD63⁺, and **(C)** CD16⁺ neutrophils decreased upon Adalimumab treatment.

# Supplementary material for: TNF-Signaling Modulates Neutrophil-Mediated Immunity at the Feto-Maternal Interface During LPS-Induced Intrauterine Inflammation
**Source:** Front Immunol. 2020 Apr 3;11:558. doi: 10.3389/fimmu.2020.00558
**Supplement:** Supplementary file 12

Supplementary Figure 11.

Uterus

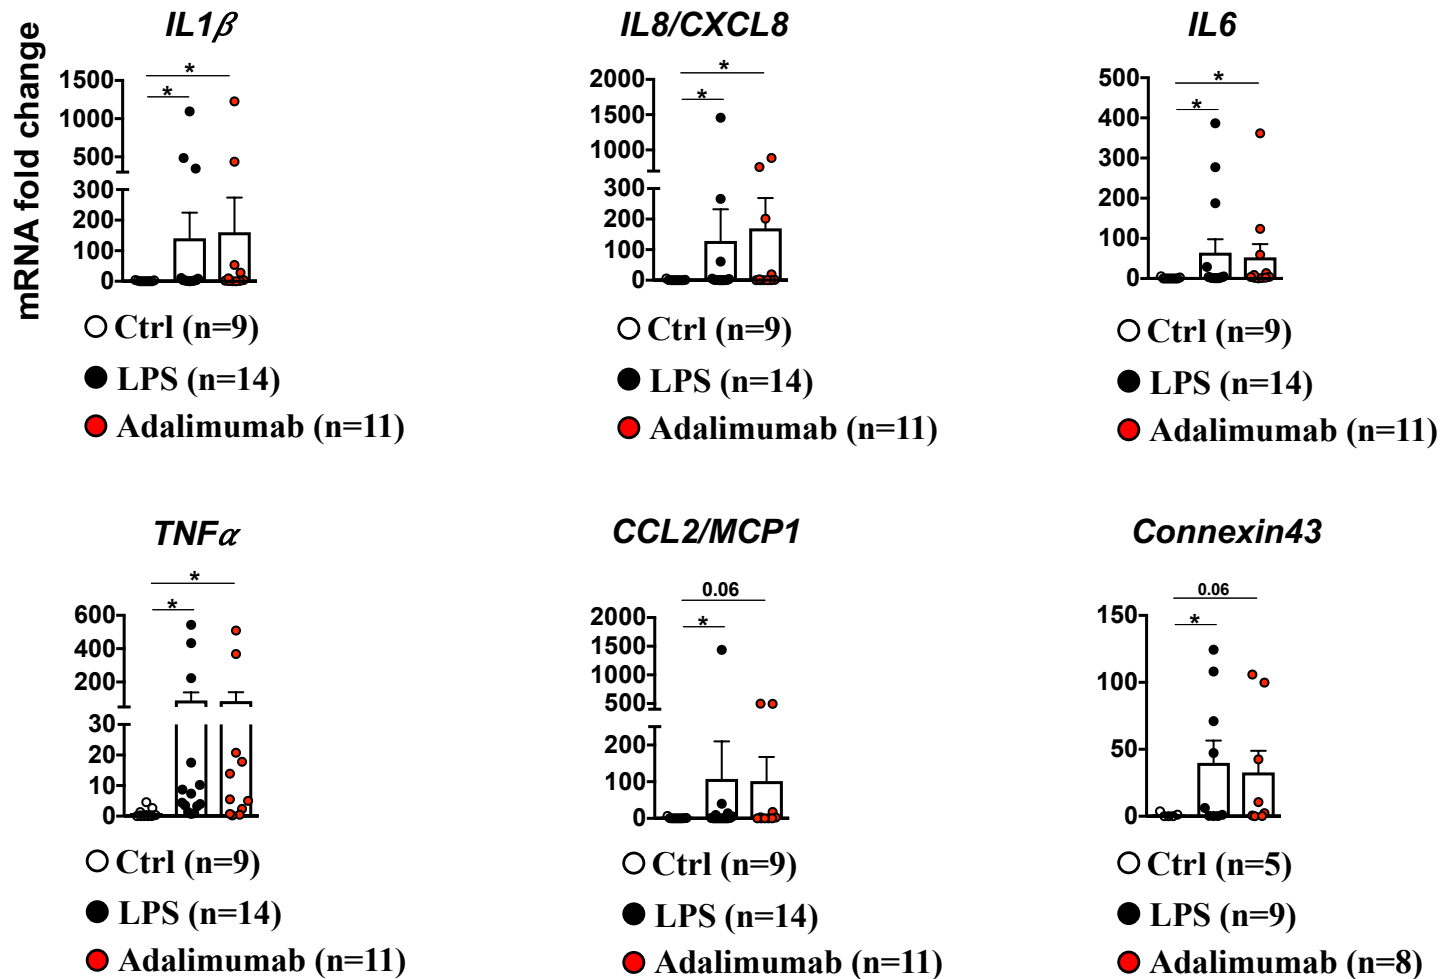

Supplementary Figure 11. Adalimumab did not decrease inflammation in uterus. mRNAs were isolated from full-thickness uterine tissue including the adherent decidua. qPCR was performed using rhesus-specific Taqman probes. The values were first internally normalized to the endogenous 18S RNA, and the resultant values for the experimental animals were shown as fold increase compared with the mean control value (Ctrl n=5-9; LPS n=14; Adalimumab n=8-11). Data are mean $\pm$ SEM, *P < .05 vs controls (Mann-Whitney U test).

How the deposited data were processed for this re-analysis (not part of the article)

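RNA of maternal blood neutrophils and of neutrophils sorted from the chorio-decidua was sequenced from rhesus macaques given saline, LPS or LPS with Adalimumab, in 23 libraries. The authors aligned single reads of 50 bases with STAR 2.5.3a to the macaque genome and deposited raw counts per gene for 23973 rows. The authors also deposited a table of normalized counts, a scaled signal with 17578 rows: each library's values equal its raw counts divided by 1 constant, and rows with a total of 5 counts or fewer are left out. The paper names DESeq2 for the normalized counts and the differential expression, without the model formula. All tests here used the raw counts, and the normalized counts served only as an alternative for principal components and for ratios of group means. Rows carry gene symbols or gene IDs: 7790 rows are named by an ID, 819 of which were given a symbol from the table of gene names in hand, and 22 rows have names that a spreadsheet turned into dates and were not matched to a gene. Rows of small RNA families (362) and microRNAs (281) were kept.

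Groups were taken from the titles of the deposited samples. The treatment field of the deposit names saline for every sample, and the titles call the Adalimumab group LPS plus TNF, so the grouping was checked against the column order of the paper's heat-maps. Total counts per library ranged from 1918791 to 8204833 (median 4748263). No library was a copy of another: between replicates the smallest chi-square per degree of freedom was 18.5.

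Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr by group with a minimum count of 10 and a minimum total of 15, quasi-likelihood fit and test, Benjamini-Hochberg adjustment, threshold 0.05). The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F value. Chorio-decidua libraries of the 3 groups entered 1 fit, as did blood libraries, and chorio-decidua was compared with blood among the Ctrl animals and among the LPS animals. The difference between the LPS effects in chorio-decidua and blood was tested in a fit of all 23 libraries. LPS-induced genes needed an adjusted p under 0.05, a fold of at least 4 and a mean normalized count over 10, and were classed by a fold of 1.5 in Adalimumab against LPS. The paper states the fold and the mean count for these genes and no adjusted p, so the set with no adjusted p required was an alternative. A fold against a group without a count was computed against a floor of 3 counts over that group. Principal components were taken of log2 CPM (prior count 2), with permutation tests of the sums of squares explained by tissue and by treatment.

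Gene lists of signaling and function and of cell type markers were written before the files were opened and tested with camera from limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation. Genes were named by a rule. It took up to 10 genes per direction with the largest change among called genes with a symbol, a mean normalized count of at least 50 in the higher group and groups that do not overlap. It added every gene the paper names for that comparison (its values in the figures had been seen), and up to 4 members per direction of each list described. Alternatives were RLE size factors, DESeq2 1.42.0, limma-voom with sample weights, no filter on low counts, all 23 libraries in 1 fit, only the groups compared, the animal as a replicate block, each library left out in turn, and, for the principal components, the normalized counts (log2, and later without a logarithm) and the 1000 most variable genes. Other splits of the same libraries, 100 at most per comparison, gave the counts expected from arbitrary groups, at an adjusted and at an unadjusted p. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

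Blood and chorio-decidua libraries carry animal numbers, and equal numbers are the same animal by the labels. Deviations of the 11 same-animal pairs from their group means correlated at a median r of 0.207 across genes (-0.129 to 0.449, 7 over 0.1), against -0.0887 for 32 pairs of other animals. The animal entered as a replicate block in an alternative fit.

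Each test was run on simulated counts with the means and library sizes of the real libraries and 200 changed genes. For chorio-decidua against blood in Ctrl animals edgeR recovered 8% of the 4-fold, 38% of the 8-fold and 86% of the 16-fold changes, and 5.71% of its calls were false. For LPS against Ctrl chorio-decidua it recovered 18%, 58% and 86%, with 6.82% of calls false, and for Adalimumab against LPS 24%, 80% and 88%, with 3% of calls false. For blood LPS against Ctrl 16-fold changes were recovered at 100%, with 3.73% of calls false, and for chorio-decidua against blood in LPS animals 4-fold changes at 76%, with 4.70% of calls false. For Adalimumab against Ctrl 16-fold changes were recovered at 82% in the chorio-decidua (3.80% of calls false) and 98% in blood (5.56%), for blood Adalimumab against LPS at 98% (3.08%), and for the difference of the LPS effects between tissues at 58% (8.06%). In the simulations of the first 5 of these comparisons the share of false calls by DESeq2 was 24.6%, 16.8%, 20.2%, 14.5% and 9.71%, and that of limma 1.75%, 5.88%, 2.41%, 4.62% and 4.79%, and in the other 4 they were 26.8%, 19.9%, 13.2% and 17.2% by DESeq2 and 2.86%, 5.83%, 1.61% and 3.77% by limma.

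The flow cytometry, RT-qPCR, plasma and tissue measurements of the paper have no deposited files and were left out. The pathway enrichments were not repeated, since the term lists are not in hand. No genome or annotation of the build used by the authors was in hand, so no coordinates, gene lengths or GC contents were used.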

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

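The test of an exchange of libraries, the tests of stromal and NK cell markers with LPS and of the place of Ctrl library 430, and the counts of splits at an unadjusted p under 0.05 were chosen only after the results they bear on were seen.

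In Ctrl animals, 20 of 25 extracellular matrix genes were higher in chorio-decidua than in blood libraries by edgeR, and RNA of decidual stromal cells in the sorted fraction is a candidate explanation, since stromal markers fixed as a list rose too (10 of 12, median log2 fold change 7.38). Their most abundant member, IGFBP1, was at 11582 ± 8283 normalized counts (SD, n = 3) against 11.9 ± 5.43 in blood, and the collagen gene COL1A1, of the same list, at 1079 ± 765 against 3.82 ± 2.30. The stromal list shares no gene with the matrix list but holds 4 collagen genes (COL1A1, COL1A2, COL3A1, COL6A3), and another 4 of its 18 genes (CD248, DCN, IGF1, SFRP4) are among those the study lists as raised further by Adalimumab. The sort took leukocytes with a neutrophil marker and without markers of T, NK and antigen-presenting cells, a gate meant to leave stromal cells out. The stated purity above 97% counts cells and not RNA, so it does not exclude RNA of remaining stromal cells. Expression of matrix genes by tissue neutrophils themselves was not tested and stays open.

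For the LPS-induced genes in the chorio-decidua, a higher share of neutrophil RNA in LPS libraries was not settled as a cause. Markers of stromal and NK cells did not fall together, which argues only against an even fall of all other cells. Stromal markers had a median log2 fold change of 1.44 (quartiles 0.73 and 2.25) and NK cell markers one of -1.71 (quartiles -2.12 and -1.03). The stromal markers include CD248, DCN, IGF1 and SFRP4, which the study chose on these samples as induced by LPS, so part of their rise was fixed by that choice. A higher neutrophil share beside a higher stromal share stays open. Without single libraries the stromal median was 0.75 (LPS 440, list call lost, adjusted p = 0.118) to 2.16 (Ctrl 427), its call was also lost without Ctrl 432 (0.0744), the NK cell median was -2.53 (LPS 429) to -0.70 (Ctrl 427, call lost, 0.133), and the quartiles stayed apart each time. The neutrophil markers had a median of 0.74, but 0.22 without Ctrl animal 430 and 1.44 without Ctrl animal 427. This range spans the bound set for them in advance, so that test gave no decision. RNA of other cells in the library of Ctrl animal 430 is a candidate explanation for part of the folds and was not settled. Of the 345 genes with a fold of at least 4, 228 were lowest in that library among the 3 Ctrl libraries. These genes were chosen for a low Ctrl mean that includes library 430, which stood apart from the other Ctrl libraries. The share lowest in library 430 over all tested genes was not computed, so the count of 228 decides nothing. The median of 2.23 of the 345 genes without library 430 decides nothing either, as leaving out 1 of 3 Ctrl libraries lowers a fold by about 1.5 times at most. A response of the neutrophils to LPS and a change in the RNA of stromal cells stay open, and without Ctrl 430 the genes at an unadjusted p under 0.05 were 961, against 2373 with it.

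Of 100 splits of the Adalimumab and LPS chorio-decidua libraries, 1 put the Adalimumab libraries 431, 439 and 443 with the LPS library 429 against the others. It called 954 genes by edgeR and 2009 by DESeq2, where the real groups gave 0 (1433 at an unadjusted p under 0.05, limma-voom 612) and 99, which points to a structure of the samples. An exchange of the chorio-decidua libraries of LPS animal 429 and Adalimumab animal 441 is argued against, since over 60 genes that vary between animals blood library 429 correlated at r = 0.793 with chorio-decidua library 429 and at r = -0.179 with library 441. Over all tested genes, however, the deviations of the libraries of animal 429 from their group means correlated at r = -0.129. That was the lowest value of the 11 same-animal pairs (median 0.207). Matching by animal also could not show a wrong group label shared by both libraries of an animal. A response to LPS or Adalimumab that differed between the animals of this split was not tested and stays open.

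For LPS against Ctrl in the chorio-decidua no other split of 56 reached the count at an adjusted p under 0.05, a share under 0.05. It was 8 genes against at most 1 by edgeR, and 500 against at most 327 by DESeq2. At an unadjusted p under 0.05 the real groups did not give the most genes. By edgeR they gave 2373 against at most 2426 (as many in 2 of 56 splits), and by DESeq2 2852 against at most 2960 (3 of 56). The first share lies under 0.05 and the second does not, so at an unadjusted p chance is not excluded. Chorio-decidua against blood in LPS animals gave 2613 against at most 499 in 100 splits, and at an unadjusted p 3556 against at most 2412. These splits moved libraries freely, while each animal gave a library of both tissues. They ignore that pairing, so they exclude only an arbitrary grouping of unpaired libraries. The count of 8 was at most 3 without any 1 of the libraries except Adalimumab 441, without which it was 30, and the count of 2613 was 1655 without animal 442. Chance cannot be excluded for the 99 genes that DESeq2 called in Adalimumab against LPS in the chorio-decidua, a count reached in 8 of 100 splits (at most 2009), or at an unadjusted p for its 1878 (at most 4060, 13 of 100). By edgeR 6 comparisons gave 0 genes, a count that every split reaches (100 of 100, 35 of 35, 56 of 56 or 10 of 10), so the genes at an unadjusted p under 0.05 were compared instead. By these, chance cannot be excluded for Adalimumab against LPS in the chorio-decidua (1433 against at most 3357, as many in 12 of 100 splits) or Adalimumab against Ctrl (352 against 3789, 22 of 35). Nor can it for blood LPS against Ctrl (408 against 3066, 33 of 56), blood Adalimumab against LPS (1428 against 2021, 3 of 56) or the difference of the LPS effects between tissues (1001 against 2099, 6 of 56). Other splits of these 5 comparisons called at most 954, 1308, 193, 17 and 1 genes at an adjusted p under 0.05. The counts of 1308 (Ctrl 430 with Adalimumab 431 and 443) and 193 (Ctrl 430 with LPS 429 and 440) point to a structure of the samples. In the real groups DESeq2 called 99, 7, 12, 232 and 36 genes in them, and limma-voom 612, 0, 0, 978 and 32. With 3 against 3 libraries the 10 splits are too few for a share under 0.05: chorio-decidua against blood in Ctrl animals gave 545 (32 without animal 427) against at most 0 by edgeR and 1419 against at most 11 by DESeq2, and at an unadjusted p 2472 against at most 691 and 3216 against at most 988. Blood Adalimumab against Ctrl, also 3 against 3, gave 0 (109 by DESeq2, 1186 by limma-voom) against at most 1, and 1066 genes at an unadjusted p under 0.05 against at most 585.

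Libraries far from the others of their group were found in 6 of 90 measures, where 4.5 were expected by chance. In LPS blood library 429 the most abundant gene took 6.89% of the counts (next library 1.47%), the 10 most abundant genes took 12.4% (7.88%), and trophoblast and epithelial markers stood at -0.62 log2 CPM (-1.32), both near the floor. In Adalimumab chorio-decidua library 441 the 10 most abundant genes took 12.6% (8.35%) and heat shock proteins stood at 7.31 (5.07). In Adalimumab chorio-decidua library 439 genes of toll-like receptor and IL-1 receptor signaling stood at 6.90 (5.80).

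The LPS effect differed between chorio-decidua and blood for 13 lists in a test of the difference itself, and each call was lost with an estimated correlation. Each list is given with the median difference of its log2 fold changes and, in brackets, adjusted p from camera and adjusted p with an estimated correlation. The values were 1.36 (8.4e-13, 0.256) for NF-kB genes, 1.87 (2.0e-06, 0.256) for cytokines and chemokines, 1.50 (1.7e-08, 0.256) for toll-like receptor and IL-1 receptor signaling and 1.08 (0.000514, 0.403) for granule proteins. For genes of hypoxia, glycolysis and angiogenesis they were 0.81 (0.000352, 0.403), for JAK-STAT signaling 0.52 (0.00143, 0.403), for adhesion and chemotaxis receptors 0.57 (0.00885, 0.527), for NADPH oxidase 0.70 (0.0446, 0.527) and for type I interferon genes 0.56 (0.0145, 0.757). Neutrophil markers had 0.92 (0.00642, 0.536), ribosomal proteins -0.85 (6.1e-05, 0.403), macrophage and monocyte markers -1.48 (0.0446, 0.527) and NK cell markers -3.15 (0.000354, 0.454). Without animal 430, adjusted p from camera was 0.312 for interferon genes, 0.752 for NADPH oxidase, 0.143 for adhesion receptors, 0.0711 for JAK-STAT, 0.312 for neutrophil markers and 0.0540 for macrophage markers. The call of interferon genes was also lost without animal 437 (0.0549). That of NADPH oxidase was lost without animals 432 (0.0755), 436 (0.0933), 442 (0.0642), 431 (0.121), 439 (0.121) and 443 (0.117), and that of macrophage markers without animals 432 (0.413), 429 (0.203), 436 (0.0933) and 437 (0.0939).

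The RNA-seq results of the paper hold no lists of cell type markers in Adalimumab against Ctrl animals, which are given here as median log2 fold changes with the same 2 adjusted p values in brackets. In the chorio-decidua, stromal markers had a median log2 fold change of 1.52 (1.1e-10, 0.352) and neutrophil markers one of 0.51 (0.0111, 0.688), while macrophage and monocyte markers had -0.63 (0.0140, 0.522), a call lost without Ctrl 430 (adjusted p = 0.188), Ctrl 432 (0.168) or Adalimumab 439 (0.176). The stromal list holds CD248, DCN, IGF1 and SFRP4, which the study chose on these samples as raised by LPS and further by Adalimumab. The rise of the stromal list is therefore not wholly independent evidence. The neutrophil markers turned lower without Ctrl 430 (adjusted p = 0.453), and their call was also lost without Adalimumab 439 (0.496) or Adalimumab 441 (0.246). In blood, B and plasma cell markers had a median of 1.72 (2.6e-07, 0.361), platelet and erythroid markers 2.47 (0.00399, 0.362), NK cell markers 2.48 (0.0366, 0.553) and T cell markers 1.80 (0.0478, 0.427), while eosinophil, basophil and mast cell markers had -3.39 (4.5e-06, 0.329). The call of the platelet markers was lost without Ctrl 430 (adjusted p = 0.0598 from camera) and that of the NK cell markers without Ctrl 427 (0.0740) or Adalimumab 443 (0.254). The call of the T cell markers was lost without LPS 429 (0.0570), LPS 440 (0.0557) or Adalimumab 443 (0.0861).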

How the results depend on the processing

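Settings with DESeq2 and all 23 libraries in 1 fit, principal components without a logarithm, those without both Ctrl 430 and Adalimumab 443, and those with DESeq2 folds, ratios of means or divided LPS libraries and no adjusted p required were chosen after seeing the data. In Adalimumab against Ctrl chorio-decidua, 2 list tests reversed from higher to lower and lost their call, the neutrophil markers without Ctrl 430 (adjusted p = 0.453 from camera) and the type I interferon genes without Ctrl 430 (0.377) or Adalimumab 441 (0.793). Without 1 library, adjusted p ranged from 0.000204 to 0.496 for these neutrophil markers and from 1.9e-04 to 0.793 for these interferon genes. The cause was not tested for any of the counts below, which differ from those of edgeR by over 1.5 times. For chorio-decidua against blood in Ctrl animals (545 genes), DESeq2 called 1419, limma-voom 2823, edgeR without a filter 1968, edgeR with all 23 libraries 2301 and DESeq2 with all 23 libraries 3182. For LPS against Ctrl in the chorio-decidua (8), they called 500, 381, 50, 214 and 1186, the fit of only these groups 5, and edgeR without Ctrl 430 and Adalimumab 443 0. For Adalimumab against LPS (0) they called 99, 612, 1, 1 and 202. For Adalimumab against Ctrl (0), DESeq2 called 7 and, with all 23 libraries, 9. In blood, DESeq2, edgeR without a filter and DESeq2 with all 23 libraries called 12, 9 and 17 for LPS against Ctrl (0). They called 232, 139 and 4 for Adalimumab against LPS (0), and 109, 58 and 15 for Adalimumab against Ctrl (0), where limma-voom called 978 and 1186. For the difference between tissues in the LPS effect (0, with 1001 genes at an unadjusted p under 0.05), DESeq2 called 36 and limma-voom 32, and for chorio-decidua against blood in LPS animals (2613) DESeq2 with all 23 libraries called 3981.

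LPS-induced genes (7, of which 7 lower, 0 between and 0 higher with Adalimumab) were 345 with no adjusted p required (242, 68 and 35), 215 by DESeq2 (191, 21 and 3), 368 by DESeq2 with no adjusted p (256, 70 and 42), 41 without a filter (40, 1 and 0) and 378 by ratios of means with no adjusted p (259, 72 and 47). Without Ctrl 430 and Adalimumab 443 and with no adjusted p they were 318 (194, 84 and 40). With the LPS libraries divided they were 0.5 (median, 0.5 lower), and 366 with no adjusted p (193, 65.5 and 89). With an adjusted p required in Adalimumab against LPS, 0 were lower and 7 between. With an estimated correlation, the list tests gave 0 calls in each comparison except chorio-decidua against blood in LPS animals, where 2 lists (NF-kB, cytokines) passed.

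Leaving out 1 library gave 32 (without animal 427) to 655 genes for chorio-decidua against blood in Ctrl animals, 1655 (without animal 442) to 2780 in LPS animals, and 0 to 30 for LPS against Ctrl in the chorio-decidua. It gave 0 to 5 for Adalimumab against LPS, and 0 to 0 for Adalimumab against Ctrl in the chorio-decidua. In blood it gave 0 to 1, 0 to 28 and 0 to 9, for the difference between tissues 0 to 0, and for induced genes 0 to 23, all lower, with 0 to 0 between or higher. Lists called ranged from 15 to 17, 11 to 12, 10 to 16, 9 to 15 and 3 to 16 in the first 5 of these comparisons, 4 to 10, 9 to 14 and 6 to 9 in blood, and 7 to 14 for the difference between tissues. Without 1 Ctrl animal, tissue held 39.7% to 41.6% of the sum of squares, and treatment 11.4% to 12.2% over all libraries and 26.4% to 30.5% in the chorio-decidua. On normalized counts without a logarithm treatment held 11.2% over all libraries (permutation test, p = 0.157, where log2 CPM gave 10.8%, p = 0.0417). With the animal as a replicate block the counts were 804, 2626 and 0 (1270 genes at an unadjusted p under 0.05), TLR10 and IRF2 were called, and CD79B and IGHM were not. The block changed no other call among the genes followed under it, 55 in Ctrl and 8 in LPS animals. Other genes named in the text, such as IRF4, TNFRSF10B and IRAK2, were not followed under it. Of the named genes, 477 of 550 values under other settings kept their side of the threshold for chorio-decidua against blood in Ctrl animals, 426 of 577 for LPS against Ctrl and 535 of 576 for Adalimumab against LPS. At 1918791 to 8204833 counts per library, genes without a count in a group allow only lower bounds of a fold, and in the simulations of comparisons among the chorio-decidua libraries edgeR recovered 14% to 24% of the 4-fold changes, limma 16% to 20% and DESeq2 40% to 60%. These simulations drew each gene on its own from edgeR's model, so they do not rank the tools on the real data.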

Differences from the paper's values

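The settings with DESeq2 and all 23 libraries in 1 fit, the principal components without a logarithm, and 4 settings for the LPS-induced genes named as such below, were chosen after the data were seen. The other settings named here were set before the data were examined, edgeR as the test and DESeq2, the tool the paper names, among the alternatives. The paper's threshold for differentially expressed genes, an adjusted p under 0.05, was used, and the model behind its counts is not given. For LPS-induced genes the paper states a fold and a mean count and no adjusted p, which was required here in addition.

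For LPS against Ctrl in the chorio-decidua the paper's count of differentially expressed genes is 535 (418 higher, 117 lower), and edgeR called 8 (7 higher, 1 lower). A value within 1.5 times of the paper's is taken here and below as showing no such difference. Of 18 alternatives, DESeq2 (500, 371 higher and 129 lower) and limma-voom (381, 297 higher and 84 lower) show none in any of the 3 counts, and the other 16 do. For Adalimumab against LPS the paper's count is 178, about 52 higher and about 130 lower in Adalimumab animals in Fig. 2D, read by eye, and edgeR called 0, 0 higher and 0 lower (1433 genes at an unadjusted p under 0.05, limma-voom 612). None of the 18 alternatives comes within 1.5 times of the total or of the higher genes (DESeq2 called 99, 9 higher and 90 lower), and DESeq2 alone does so for the lower genes. DESeq2 with all 23 libraries in 1 fit, chosen after seeing the values, called 202 genes (54 higher, 148 lower). It leaves out 5 of the 8 genes that the paper names as lower with Adalimumab (IL6, IL1A, ITGAM, ITGB2 and CCL3). The paper chose these by fold or tested them singly, and does not state that they are among its 178.

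For chorio-decidua against blood in Ctrl animals the paper's heat-map shows about 1300 higher and about 670 lower genes in Fig. 1C, read by eye, and edgeR called 494 higher and 51 lower. The higher count shows no such difference under DESeq2 (1161), limma-voom (1566), no filter (1584) and all 23 libraries in 1 fit (1665), and does under the other 5 of 9 alternatives. The lower count shows none under all 23 libraries in 1 fit (636) and does under the other 8. DESeq2 with all 23 libraries, chosen after seeing the values, called 2201 higher and 981 lower genes, the lower count being within 1.5 times of the paper's, and this setting drops none of the 7 genes the paper names for this comparison.

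The paper counts 325 LPS-induced genes, 255 lower, 55 between and 15 higher with Adalimumab, and by edgeR there were 7, with 7 lower, 0 between and 0 higher. Of 19 alternatives, no adjusted p required, which is at the criteria the paper states, shows no such difference for the total (345), the lower (242) and the between genes (68), DESeq2 shows none for the lower genes (191), and the others do. For the 15 higher genes every alternative differs (35 with no adjusted p, 3 by DESeq2). The paper's lists of such genes (Table IV, Table V and Figure S9B) hold 88 genes, of which no adjusted p required leaves out 4 and classes 1 otherwise, DESeq2 leaves out 28, and edgeR with an adjusted p leaves out all 88. Of the settings chosen after seeing the values, DESeq2 folds with no adjusted p required (368, 256 lower, 70 between) come within 1.5 times of the paper's values for these 3 counts, give 42 higher genes against its 15, and drop 1 of the 88 genes. Ratios of means with no adjusted p required (378, 259 lower, 72 between, 47 higher), also chosen after seeing the values, drop 1 and class 1 otherwise. The fit without Ctrl 430 and Adalimumab 443 and with no adjusted p required (318, 194 lower, 84 between, 40 higher), chosen after seeing the values, drops 36 and classes 5 otherwise. Divided LPS libraries with no adjusted p required (366, 193 lower, 65.5 between, 89 higher, medians of 10 divisions), chosen after seeing the values, drop 20 and class 9.5 otherwise. The legend of the same figure gives 225 where the text gives 255.

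In the principal component analysis of the chorio-decidua the paper's first component holds about 83% in Fig. 2A, read by eye, and here 43.6% on log2 CPM, and each of the 6 alternatives, all on a log2 scale, differs as well. The paper states that it used normalized counts, and on these without a logarithm, a setting chosen after seeing the values, the first component held 68.0%, within 1.5 times of the paper's value. The paper states that these libraries segregated by prenatal exposure, and treatment accounted for 26.1% of the sum of squares, where 18.2% was expected (exact permutation test, p = 0.108). The paper calls replicates similar within groups, and Spearman's rho across genes was 0.771 and 0.801 between the chorio-decidua library of Ctrl animal 430 and those of the other Ctrl animals, and 0.821 to 0.969 within the other groups.

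Among genes the paper names as changed, edgeR called VEGFA, FASLG and NR4A1 in chorio-decidua against blood but not ICAM5, CD300A, IRF2 and TLR10, all 7 with the paper's direction. Other settings called ICAM5 (DESeq2, limma-voom, no filter, without animal 432, all 23 libraries), CD300A (DESeq2, limma-voom, no filter, all 23 libraries), IRF2 (limma-voom, no filter, all 23 libraries, replicate block) and TLR10 (DESeq2, limma-voom, no filter, without animal 430, without animal 432, all 23 libraries, replicate block). With LPS, edgeR called none of IL6, LCN2, IL1A, BCL2L14, NFKB1, DKK1, SOCS3, CISH, DDR2, PDPN, SYDE1, FADS1 and FADS2, all of them above 0. DESeq2 called each but SOCS3, PDPN and FADS1, limma-voom IL6, LCN2, IL1A, DKK1, DDR2, SOCS3 and CISH, the fit of all 23 libraries IL6, LCN2, IL1A, BCL2L14 and CISH, and no filter LCN2 and CISH. DESeq2 with all 23 libraries, chosen after seeing the values, called each of these 13 genes but PDPN. Of 5 further genes, from Figures 3B and S8A and Table V, edgeR called none with LPS, all of them above 0. CSF3 and CCL20 were called by DESeq2, limma-voom, no filter and all 23 libraries, ICAM1 by DESeq2, limma-voom, no filter, only the groups compared and without Adalimumab 441, TNIP1 by DESeq2, limma-voom and all 23 libraries, and TNF by DESeq2. In Adalimumab against LPS, edgeR called none of these 5 either, all of them below 0, DESeq2 called CSF3, CCL20, ICAM1 and TNIP1, and limma-voom CSF3, ICAM1 and TNIP1. DESeq2 with all 23 libraries, chosen after seeing the values, called all 5 with LPS and all but ICAM1 in Adalimumab against LPS. For the other genes the paper names in Adalimumab against LPS, edgeR called none of IL6, LCN2, IL1A, BCL2L14, NFKB1, ITGAM, ITGB2 and CCL3, all of them below 0. The paper chose these genes by fold or tested them singly, and measured IL6, LCN2 and NFKB1 by qPCR too. A call here is adjusted over all genes. DESeq2 called LCN2 and BCL2L14, limma-voom BCL2L14, NFKB1 and ITGB2, and DESeq2 with all 23 libraries, chosen after seeing the values, LCN2, BCL2L14 and NFKB1. In blood, the paper marks IL1B as lower in Adalimumab than in LPS animals by a Mann-Whitney test, and edgeR did not call it, while DESeq2 and limma-voom did.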

Other observations

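In LPS animals, chorio-decidua neutrophils differed from blood neutrophils in 2613 of 8759 genes by edgeR (1433 higher, 1180 lower), 3881 by DESeq2 (2545 higher, 1336 lower) and 3535 by limma-voom (1819 higher, 1716 lower), with inflammatory and matrix genes among the largest increases. All 22 tested NF-kB genes rose (median log2 fold change 3.71, adjusted p = 1.9e-33 from camera, adjusted p = 0.0131 with an estimated correlation), as did 16 of 18 cytokines and chemokines, with 1 lower (median 5.90, adjusted p = 4.0e-31 from camera, adjusted p = 0.00361 with an estimated correlation). IL1A, an alarmin cytokine, was at 4362 ± 3696 against 1.60 ± 1.36 normalized counts (SD, n = 5 each, log2 fold change 11.57, adjusted p = 1.1e-06 from edgeR), and ACOD1, the enzyme that makes itaconate, had a log2 fold change of 10.65 (adjusted p = 2.6e-06 from edgeR). ICAM5, not called by edgeR in Ctrl animals, had 7.84 here (adjusted p = 3.7e-05 from edgeR). Extracellular matrix genes rose in 24 of 27 (median 6.85, adjusted p = 3.3e-16 from camera, adjusted p = 0.186 with an estimated correlation) together with 10 of 11 stromal markers (median 7.98), and IGFBP3 was at least 1466-fold higher. Among the largest decreases were PLD4 (-5.25), the G protein GNAQ (-4.36) and the hemoglobin gene HBB (-4.01). Without animal 442 the count was 1655. Here too, tissue cannot be told from cell preparation, since only the chorio-decidua cells were digested and sorted.

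In the chorio-decidua, NK cell markers lay below 0 in 11 of 11 genes in LPS against Ctrl (median -1.71, adjusted p = 0.00267 from camera, adjusted p = 0.446 with an estimated correlation) and above 0 in 11 of 11 in Adalimumab against LPS (median 1.85, adjusted p = 0.00779 from camera, adjusted p = 0.579 with an estimated correlation). The first call was lost without Ctrl 427 (adjusted p = 0.133 from camera) and the second without Adalimumab 431 (0.318) or 439 (0.0645). Ribosomal protein genes had a median of -1.02 with LPS (adjusted p = 2.8e-06 from camera, adjusted p = 0.390 with an estimated correlation) and 0.65 with Adalimumab (adjusted p = 0.000214 from camera, adjusted p = 0.504 with an estimated correlation). In blood, markers of eosinophils, basophils and mast cells were lower in Adalimumab than in Ctrl animals in 4 of 4 genes when adjusted over the list alone (median -3.39, adjusted p = 4.5e-06 from camera, adjusted p = 0.329 with an estimated correlation), with CLC, the Charcot-Leyden crystal protein, at -4.76 and the IL-5 receptor IL5RA at -3.72. Platelet and erythroid markers had a median of 2.19 in Adalimumab against LPS blood (adjusted p = 0.00360 from camera, adjusted p = 0.237 with an estimated correlation).

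A test of osteoclast markers, written down after high CTSK, ACP5 and MMP9 had been seen in the chorio-decidua library of Ctrl animal 430 and before its own genes were looked up, gave a positive result. Of 15 markers, 9 were at least 4 times the median of the other 11 chorio-decidua libraries in that library (median ratio 8.27), and RNA of osteoclast-like cells there is a candidate explanation. ITGB3 stood at 487 CPM against 3.61, TNFRSF11A, the receptor of the osteoclast growth factor RANKL, at 422 against 4.81, and CKB at 70.2 against 0.601, while TREM2 (4.99 against 130) and CA2 (3.25 against 4.87) were lower. None of the 15 is in the macrophage list, 5 exceeded 10 CPM in the median blood library and 7 in the median of the other chorio-decidua libraries. The sort took CD45-positive, CD88-positive cells low in CD14 and without CD3, HLA-DR and CD56, and no marker of osteoclasts was gated on. Adalimumab library 443 held ITGB3 at 373 CPM.

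With the LPS libraries divided between choosing induced genes and measuring the response to Adalimumab, a median of 51.3% of the chosen genes were lower by 1.5-fold or more (42.5% to 66.8% in 10 divisions), where simulations without an effect gave a median of 27.9% and at most 36.4%. The range of the divisions spans the bound of 50% set for this test, so the test gave no decision. The share was 70.1% without the division and at most 66.8% in any division. In the simulations it was 49.0% without the division and 27.9% with it. Part of the 70.1% thus goes with use of the same LPS libraries in both comparisons, and the size of that part was not settled. Across genes, the covariance of the LPS and Adalimumab fold changes was -0.809, and -0.188 in the simulations that share the LPS libraries. The simulations drew each gene on its own, without structure shared across genes. Neither the gap in shares nor that in covariance is therefore a test of an effect.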
